# Metabolic control of histone acetylation for precise and timely regulation of minor ZGA in early mammalian embryos

**DOI:** 10.1038/s41421-022-00440-z

**Published:** 2022-09-27

**Authors:** Jingyu Li, Jiaming Zhang, Weibo Hou, Xu Yang, Xiaoyu Liu, Yan Zhang, Meiling Gao, Ming Zong, Zhixiong Dong, Zhonghua Liu, Jingling Shen, Weitao Cong, Chunming Ding, Shaorong Gao, Guoning Huang, Qingran Kong

**Keywords:** Epigenetic memory, Metabolomics

## Abstract

Metabolism feeds into the regulation of epigenetics via metabolic enzymes and metabolites. However, metabolic features, and their impact on epigenetic remodeling during mammalian pre-implantation development, remain poorly understood. In this study, we established the metabolic landscape of mouse pre-implantation embryos from zygote to blastocyst, and quantified some absolute carbohydrate metabolites. We integrated these data with transcriptomic and proteomic data, and discovered the metabolic characteristics of the development process, including the activation of methionine cycle from 8-cell embryo to blastocyst, high glutaminolysis metabolism at blastocyst stage, enhanced TCA cycle activity from the 8-cell embryo stage, and active glycolysis in the blastocyst. We further demonstrated that oxidized nicotinamide adenine dinucleotide (NAD^+^) synthesis is indispensable for mouse pre-implantation development. Mechanistically, in part, NAD^+^ is required for the exit of minor zygotic gene activation (ZGA) by cooperating with SIRT1 to remove zygotic H3K27ac. In human, NAD^+^ supplement can promote the removal of zygotic H3K27ac and benefit pre-implantation development. Our findings demonstrate that precise and timely regulation of minor ZGA is controlled by metabolic dynamics, and enhance our understanding of the metabolism of mammalian early embryos.

## Introduction

Mammalian life begins with the fertilization of an oocyte by a sperm; during this process, these two terminally differentiated germ cells are converted into a totipotent zygote^1^. The zygote undergoes pre-implantation development, giving rise to the blastocyst. This process involves a series of significant biological events, including zygotic gene activation (ZGA) followed by the first cell-fate decision and lineage-specific differentiation^2,3^. In mice, the initial ZGA occurs between the S phase of the zygote and G1 of the early 2-cell embryo, and is designated as the minor ZGA to discriminate it from the burst of transcription that occurs during the mid-to-late 2-cell stage, which is designated as the major ZGA^4,5^. Minor ZGA precedes major ZGA, and timely regulation of minor ZGA is crucial for pre-implantation development^6^; this requires a functional and precise regulatory network.

Cellular metabolism is the foundation of all biological activity^7^. Changes in metabolism are directly linked to changes in chromatin and DNA state^8–10^. The importance of metabolism for controlling pre-implantation embryo development was established several decades ago through identification of the conditions that allow early embryos to grow outside of the oviduct^11–13^. Recent research has shown that pyruvic acid is essential for initiating ZGA and selective translocation of key mitochondrial tricarboxylic acid (TCA) cycle proteins to the nucleus, indicating that this process allows epigenetic remodeling during ZGA^14^. In morula, a glucose-mediated signaling process has been demonstrated to be critical for controlling expression of the transcription factors necessary for trophectoderm (TE) cell differentiation^15^. Many studies have also suggested that balanced and timely metabolism is essential for pre-implantation embryo development competence.

Although intrinsic control of embryogenesis by intracellular metabolites and metabolic pathways has been studied extensively, previous studies have identified only some of the cellular pathways involved in this process^16^. The establishment of global metabolic patterns could lead to a more complete understanding of pre-implantation embryo development. Therefore, in the study, we established a dynamic metabolome profile of mouse pre-implantation embryos from the zygote to blastocyst stages, and bolstered the metabolomics studies with quantitative transcriptomic and proteomic analysis. We also demonstrated that the combination of the prominent metabolic cofactor nicotinamide adenine dinucleotide (NAD^+^) and deacylase SIRT1 can remove zygotic H3K27ac, for precise and timely regulation of minor ZGA; this is essential for mouse pre-implantation embryo development. The results of this study will provide a reference for further studies of metabolism in early mammalian embryos, and new opportunities for the discovery of biomarkers to predict and improve pre-implantation embryo quality.

## Results

### Establishing temporal metabolome profiles of mouse pre-implantation embryo development

To systematically monitor metabolomic profiles during mouse pre-implantation embryo development, we isolated a large number of mouse embryos (36,000) from the zygote to blastocyst stages, and performed untargeted metabolomic analysis of the intracellular metabolome using ultra-high-performance liquid chromatography coupled with hybrid quadrupole time-of-flight mass spectrometry (UHPLC–Q-TOF-MS), each with six biological replicates (Fig. 1a). A total of 246 metabolites were identified (Supplementary Table S1). To identify the metabolites specific to each stage, we intersected metabolites with levels higher than the overall average of metabolites from all samples, and found that 4, 4, 6, 8, 7, and 14 metabolites were abundant at the zygote, 2-cell, 4-cell, 8-cell, morula, and blastocyst stages, respectively (Fig. 1b). Next, the metabolites in each stage were classified into three groups according to metabolite level: high, intermediate, or low. Some high metabolites decreased from the zygote to 2-cell embryo stages, suggesting the consumption of maternal metabolites accumulated during oogenesis. Across the continuous stages, metabolites had mainly low to high levels. After 4-cell embryo stage, a large number of low metabolites were observed in zygote and 2-cell embryo, trending toward high metabolites, especially at the morula stage and further enhanced in blastocyst (Fig. 1c), demonstrating that metabolic activities were remarkably increased at the later stages. Uniform manifold approximation and projection (UMAP) was applied to the metabolites to distinguish the embryos according to their developmental stages, illustrating the metabolic dynamics during mouse pre-implantation embryo development. (Fig. 1d). This analysis revealed the highly dynamic changes in the metabolome during pre-implantation development from the earlier to later stages.

**Fig. 1:**
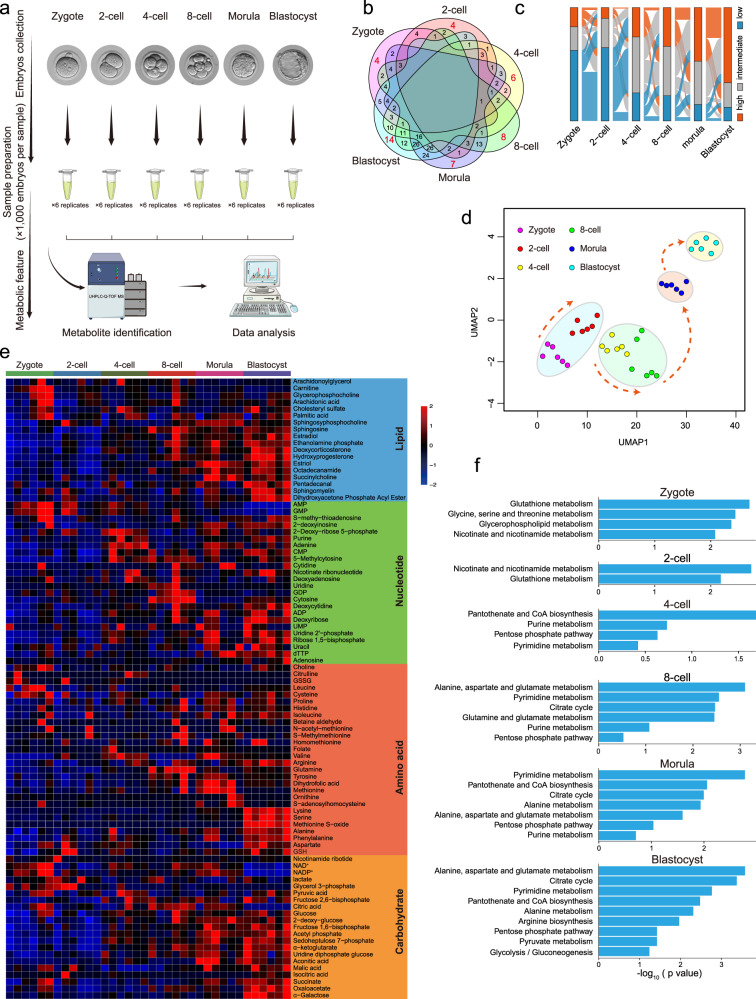
Metabolomic profiling of mouse pre-implantation embryo development. **a** Schematic overview of mouse embryo preparation and metabolome profiling during mouse pre-implantation embryo development. **b** Venn diagram showing the overlap among metabolites across all stages. The number of significantly abundant metabolites is shown in red. **c** Alluvial plots of the global dynamics of high, intermediate, and low metabolites based on their levels during early embryo development. **d** UMAP analysis. Metabolites marked with the same color represent six replicates of the same stage. **e** Heatmap of metabolite dynamics during mouse embryo development, classified according to metabolic pathways. **f** KEGG analysis of abundant metabolites in each stage.

### Metabolic features during mouse pre-implantation embryo development

Changes in metabolite levels during early embryogenesis are presented as a heatmap in Fig. 1e. The dynamics of some metabolites were consistent with previous studies, including α-ketoglutarate (α-KG), succinate, and malic acid, which are higher in the later stages, and nicotinamide, NAD^+^, AMP and glutathione, which are higher in the earlier stages^17^. Furthermore, metabolomic profiles were mapped to their respective biochemical pathways using the Kyoto Encyclopedia of Genes and Genomes (KEGG), revealing distinct metabolite patterns (Fig. 1f). Nucleic acid is an important class of macromolecules found in all cells; it is produced in different molecular forms that participate in protein synthesis. Several key intermediates of nucleic acid metabolism exhibited high levels from the 4-cell stage, such as purine, adenine, and uracil (Fig. 1e). KEGG analysis also revealed that pentose phosphate (PPP) and pyrimidine/purine metabolism intermediates were enriched from the 4-cell embryo to blastocyst. Amino acids are intermediates in nucleotide and lipid biosynthesis, carbon and nitrogen homeostasis, and redox buffering. Our temporal metabolite profiles showed variation in the levels of certain amino acids during early embryogenesis. We detected the specific abundance of some amino acids from the 8-cell embryo to blastocyst stages, such as glutamine in the 8-cell embryo, methionine in the morula, and lysine and serine in the blastocyst (Fig. 1e). KEGG analysis revealed that alanine, aspartate (Asp), and glutamate metabolism were upregulated during these processes (Fig. 1f). These diverse metabolic trends in early embryos reflect the complex, fine-tuned regulation of amino acid metabolism. It has been evidenced that carbohydrate metabolism activity is lower in early cleavage embryos than blastocysts and somatic cells^16,18^. TCA cycle metabolites such as aconitic acid, α-KG, succinate, malic acid, and oxaloacetate were elevated during development from the 8-cell embryo to blastocyst (Fig. 1e); KEGG analysis also revealed the enrichment of TCA cycle during the later stages (Fig. 1f). To verify our metabolomic data, we further performed targeted metabolomic analysis of carbohydrate metabolism using 24,000 embryos from the zygote to blastocyst stages, each with four biological replicates (Supplementary Table S2). The levels of 11 metabolites were quantified (Supplementary Fig. S1a); their dynamics were similar to those of untargeted metabolites, such as NAD^+^, NADP^+^, citric acid and oxaloacetate, indicating high confidence of metabolomic data with our approach (Supplementary Fig. S1b). Taken together, these data on metabolome dynamics during mouse pre-implantation embryo development provide a reference such that stage-specific metabolite networks may be used to define developmental progress.

### Activities of metabolic pathways during mouse pre-implantation embryo development

To better understand the involvement of metabolic pathways in mouse early development, we mapped all enzymes, which are mediators of cellular metabolism, from transcriptomic and proteomic data on mouse early embryos to the main KEGG metabolic pathways associated with the metabolites (Fig. 2a; Supplementary Fig. S2a)^19,20^. Substantial evidence indicates that TCA cycle activity occurs at the later stage of early embryos^17^. Consistent with this notion, the expression of TCA cycle enzymes was upregulated from 8-cell embryo and peaked in blastocyst. Also, the enrichment of the TCA cycle key metabolites (aconitic acid, isocitric acid, α-KG, succinate, malic acid, oxaloacetate) were elevated from 8-cell embryo to blastocyst, showing the enhanced activity of TCA cycle from 8-cell embryo and peaks at the blastocyst. It should be noted that citric acid was fell in the blastocyst, which may be due to the high transition from citric acid to acetyl-CoA, supporting by the high expression level of *Acly* in the blastocyst. Three intermediates associated with glycolysis (glucose, F-1,6-BP and pyruvic acid) we identified began to be accumulated in the blastocyst. Meanwhile, the expression of glycolytic enzymes underwent a dramatic increase at the blastocyst stage (such as *Hk*, *Gpi*, *Aldo*, *Tpi*, *Gapdh*, *Pgk*, *Pgam*, *Eno* and *Pkm*), suggesting the activation of glycolysis in the blastocyst. In addition, glutamine peaked in the 8-cell embryo, and the integrated analysis of proteomic and transcriptomic data showed remarkably elevated levels of *Glud1* was observed in the blastocyst, suggesting the activation of glutaminolysis metabolism, which contribute to produce α-KG from glutamate, happens at the blastocyst stage. We also found that methionine and S-adenosylhomocysteine associated with methionine cycle were elevated at the morula stage^21^, and the proteomic and transcriptomic data showed reproducible and statistically significant upregulation of *Mat2a* level after 8-cell embryo, suggesting the activation of methionine cycle from 8-cell embryo to blastocyst. To define the transition of stage-specific transcriptome-metabolome networks during the developmental process, we performed weighted gene co-expression network analysis (WGCNA) using the top 5000 genes and high metabolites at each stage; a total of nine co-expression modules were identified (Fig. 2b; Pearson’s correlation coefficient ≥ 0.6, *P* < 0.05). Among these modules, we focused on that specific to the 2-cell embryo, where ZGA occurs. Genes in this module were involved in ZGA genes, such as *Zscan5b*, *Zscan4d,* and *Arl16*, and metabolites, including lactate, nicotinamide ribotide and NAD^+^, were observed (Supplementary Fig. S1c). To further screen functional metabolites associated with ZGA, we conducted correlation analysis of each metabolite with other metabolites and the top 5,000 genes at the 2-cell stage. The results revealed close connections between NAD^+^ and both 2-cell genes and metabolites (Fig. 2c), suggesting that it has a functional role in ZGA.

**Fig. 2:**
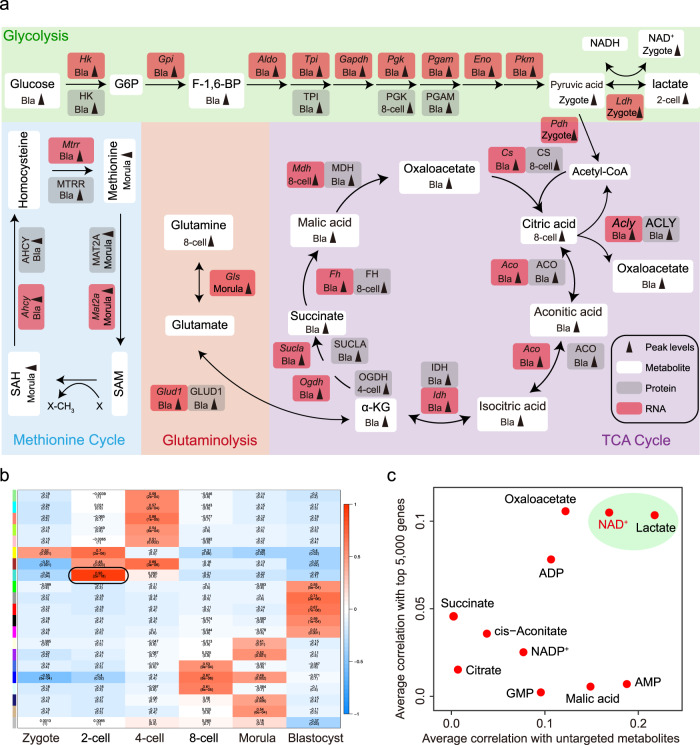
Activities of metabolic pathways during mouse pre-implantation embryo development. **a** Schematic diagram of carbohydrate metabolism, integrated with transcriptomic and proteomic data. Gray arrows indicate peak level at indicated stage. White boxes represent metabolites, and gray and red boxes represent protein and mRNA of indicated metabolic enzymes, respectively. **b** Stage-specific co-expression genes and metabolite modules and their correlation to development stage. Each row corresponds to a co-expression module. Numbers in each square represent correlation coefficients between the module and development stage, with *p*-values in brackets. Red and blue squares indicate positive and negative correlations, respectively; white indicates no correlation. **c** Correlation of metabolites and genes at the 2-cell embryo stage. The *X*-axis shows the correlations of a specific metabolite with the top 5000 genes. The *Y*-axis shows the correlations of a specific metabolite with other metabolites.

### NAD^+^ synthesis is indispensable for mouse embryo development

NAD^+^ is a key cofactor for hundreds of processes related to energy metabolism^22^. Therefore, we experimentally manipulated its function during early embryogenesis. In bioenergetic pathways, NAD is reversibly converted between NAD^+^ and its reduced (NADH) state. First, we determined the NAD^+^ and NADH levels during mouse early embryo development. Consistent with the large consumption of NAD^+^ reported previously^23^, NAD^+^ level decreased significantly from the zygote to 2-cell embryo stages, the remarkable decline of NADH was observed at the 8-cell stage, and increased at the blastocyst stage (Fig. 3a). De novo biosynthesis of NAD^+^ is from tryptophan (Trp) by the kynurenine pathway. To explore the role of NAD^+^ in mouse embryo development, we deprived of Trp from the culture medium, but the development of embryos cultured in the medium was not affected (Supplementary Fig. S3a). The nicotinamide (NAM) salvage pathway is the predominant route for mammalian NAD^+^ biosynthesis (Fig. 3b). We treated zygotes with FK866, an inhibitor of the NAD^+^ biosynthetic rate-limiting enzyme NAM phosphoribosyltransferase (*Nampt*), whose RNA level was high from the middle 2-cell to 4-cell embryos and in blastocyst, and in consistent with that the protein level was elevated from 2-cell embryo and reached to the peak in blastocyst, indicating the activity of NAM salvage pathway at the early stage of mouse embryonic development (Supplementary Fig. S3b). As shown in Fig. 3c, FK866-treated embryos exhibited complete developmental arrest from the 4- to 8-cell stages, and nicotinamide mononucleotide (NMN) treatment fully rescued developmental arrest, suggesting the importance of NAD^+^ synthesis in early embryo development (Fig. 3c–e; Supplementary Fig. S3c, d). In the cytosol, the interconversion of pyruvic acid and lactate is generally thought to be in equilibrium with free NAD^+^ and NADH through the catalytic action of lactate dehydrogenase (LDH) (Fig. 3f)^24^. To assess the contribution of this transition to NAD^+^ biosynthesis, we treated zygotes with GNE-140, which is a dual LDHA/B inhibitor, resulting in a development block from the 8- to 16-cell stages, which was rescued by NMN addition (Fig. 3g-i; Supplementary Fig. S3e). We complemented this approach using the LDHA-specific inhibitor oxamate. Unexpectedly, embryo development was not affected by oxamate (Fig. 3g, h; Supplementary Fig. S3f), suggesting that LDHB, but not LDHA, may contribute to NAD^+^ production, consistent with the expression patterns showing that only *Ldhb* was highly expressed at the earlier stage (Supplementary Fig. S3g, h). Asp plays an important role in the malate-aspartate (Mal-Asp) shuttle, which controls the NAD^+^/NADH ratio in cytoplasm (Fig. 3j)^16^. However, the development of embryos cultured in medium lacking Asp was not affected (Fig. 3k-m), and Asp addition did not rescue the deficiencies caused by FK866 and GNE-140 treatment (Fig. 3n), indicating that the Mal-Asp shuttle little affects the NAD^+^ levels of 2-cell embryos. Consistent with these results, the NAD^+^ level decreased significantly in FK866- and GNE-140-treated embryos, and was rescued by NMN addition, but was not affected by Asp deficiency (Fig. 3o). Considering the dramatic changes of NAD^+^ level at the 2-cell stage, and that developmental arrest in embryos deficient with NAD^+^ synthesis occurred first in the 4-cell stage, we propose that NAD^+^ mainly functions between the 2- and 4-cell stages. Therefore, we switched the medium between control and FK866 addition at the 2- and 4-cell stages. As expected, the deprivation of NAD^+^ from 2- to 4-cell embryos resulted in failure to develop to the blastocyst stage (Fig. 3p–r). Outside of this temporal window, embryo development was not affected. Together, these results demonstrate that NAD^+^ synthesis is important for the development of mouse embryos from the 2- to 4-cell stages, suggesting that large amount of NAD^+^ is consumed at the stages.

**Fig. 3:**
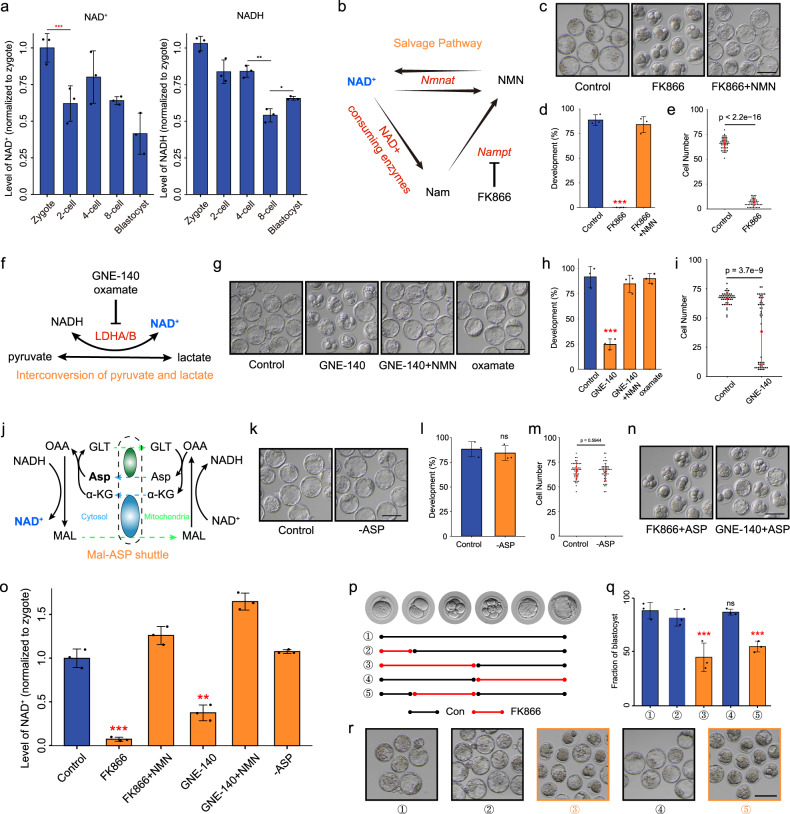
NAD^+^ depletion impairs early mouse embryo development. **a** NAD^+^ and NADH levels during early mouse embryo development. **b** Overview of the NAM salvage pathway. **c** Representative images and **d** developmental rates of control, FK866-treated, and FK866 + NMN-supplemented embryo groups. Data are from three independent experiments. ***P < 0.001 (Student’s *t*-test). Scale bars, 50 μm. **e** Quantification of cells in control and FK866-treated embryo groups. Dots represent cell numbers of single embryos. **f** Overview of the interconversion pathway of pyruvic acid and lactate. **g** Representative images and **h** developmental rates of control, GNE-140-treated, GNE-140+NMN-supplemented, and oxamate-treated embryos. Data are from three independent experiments. ***P < 0.001 (Student’s *t*-test). Scale bars, 50 μm. **i** Quantification of cells in control and GNE-140-treated embryos. Dots represent cell numbers of single embryos. **j** Overview of the Mal-Asp shuttle. GLT glutamate, MAL malate, OAA oxaloacetate. **k** Representative images and **l** developmental rates of control and Asp-deletion embryos. Data are from three independent experiments. ***P < 0.001 (Student’s *t*-test). Scale bars, 50 μm. **m** Quantification of cells in control and Asp-deletion embryos. Dots represent cell numbers of single embryos. **n** Development of FK866- and GNE-140-treated embryos supplemented with Asp. **o** NAD^+^ level in control, FK866-treated, FK866 + NMN, GNE-140-treated, GNE-140 + NMN, and Asp-deletion late 2-cell embryos. **p–r** Timeline of FK866 treatment. Embryos were cultured in control or FK866-addition medium. The stages of FK866 treatment are indicated in (**p**). Developmental rates **q** and representative images **r** of each group are shown. Data are from three independent experiments. **P < 0.01, ***P < 0.001 (Student’s *t*-test). Scale bars, 50 μm.

### Depletion of NAD^+^ synthesis disturbs minor ZGA in early mouse embryos

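FK866 inhibits NAMPT, the enzyme that makes NMN from nicotinamide in the salvage synthesis of NAD+, and NMN added to the medium bypasses this step. RNA was sequenced from early 2-cell embryos at 34 h after hCG, from late 2-cell embryos at 48 h and from 4-cell embryos at 58 h. The late 2- and 4-cell embryos were controls, embryos given 0.01 µM FK866, or embryos given 0.01 µM FK866 with 10 µM NMN. Each library was made from 3 embryos, and the paper gives 2 libraries per group. The authors trimmed the reads with Trim Galore, aligned them to mm10 with HISAT2, counted them on genes with featureCounts and deposited FPKM values, with 1 column for each group and no value for each library. The rows used here hold 15747 genes on chromosomes 1 to 11, and 15737 of them, with symbols listed once, were analysed. They include 46.0% of the protein-coding gene names of GENCODE M21.
Values multiplied by the exon length of the gene fell on whole multiples of fixed steps, each the value of 1 read in a library. Between 97.6% and 97.8% of the values tested in each column were on such whole reads. The columns of early 2-cell, late 2-cell control, late 2-cell FK866 and late 2-cell FK866+NMN embryos each showed the steps of 2 libraries, added and not averaged, and were divided by 2. The library totals were 5639159 and 4643645 reads for early 2-cell, 6523488 and 4164896 for late 2-cell control, 8963343 and 8129784 for FK866, and 8466640 and 5350013 for FK866+NMN embryos. The column headed 4-cell control showed 2 libraries of 5476476 and 4642442 reads. The columns headed 4-cell FK866 and 4-cell FK866+NMN showed 1 step each, with totals of 4682639 and 6907426 reads. A separated library carries no replicate number, so libraries could not be paired. No test with a p-value was made between groups. Differences between columns were checked only by comparing the separated libraries of the columns, where both could be separated.
For the 4-cell groups the headers and Table S4 of the paper name different columns. The 84 control values of Table S4 at this stage that are among the rows all equal the column headed late 2-cell TSA, the 84 FK866 values the column headed late 2-cell Sirt1, and the 84 FK866+NMN values the column headed 4-cell control. For the late 2-cell stage, 117 of 118 control values, 118 of 118 FK866 values and 117 of 118 FK866+NMN values equal the columns headed with those groups. Results at the 4-cell stage are given by the headers and then with the columns assigned by the tables of the paper, a choice made after seeing the data. Fold changes are on the log2(FPKM per library + 1) scale, which understates the change of low genes, over genes with at least 1 FPKM per library in either column.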

To further investigate the mechanism by which NAD^+^ synthesis influences early mouse embryo development, we performed RNA sequencing (RNA-seq) of late 2- and 4-cell embryos with and without FK866 treatment. Unsupervised hierarchical clustering (UHC) was applied to separate FK866-treated and control embryos (Supplementary Fig. S4a). 

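After the late 2-cell columns were separated into libraries, Pearson's r across 11283 genes on the log2(FPKM + 1) scale was 0.820 between one pair of libraries of the same group and 0.829 between the other. Between FK866 and control libraries it ranged from 0.803 to 0.811. The lowest value within a group exceeded the highest value between groups by 0.00908, and by 0.00358 with Spearman's correlation. For the columns headed 4-cell control and 4-cell FK866, the r between the 2 control libraries was 0.912 and the r of the single FK866 library with each of them was 0.497 and 0.540 across 11512 genes. With the 4-cell columns assigned by the tables of the paper, r was 0.871 and 0.874 within groups and reached 0.885 between a control and an FK866 library across 10277 genes, so that the libraries did not separate by treatment. Genes are not independent replicates, and each group has at most 2 libraries.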

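Of 9022 genes expressed in the control or FK866 column at the late 2-cell stage, 1636 were more than 2-fold higher and 1800 more than 2-fold lower with FK866, without a p-value. The median log2 fold change of all 9022 genes was -0.065. A pseudocount of 5, chosen after seeing the data, left 433 higher and 553 lower genes, the largest change of these counts under any setting tried. Of the 1636 higher genes, 759 were listed at 0 in the control column. Among genes whose values could be separated into libraries, 815 of 1576 higher genes (51.7%) had both FK866 libraries above both control libraries, and 943 of 1733 lower genes (54.4%) had both below. The late 2-cell sheet of Table S3 lists 536 higher and 380 lower genes that are among the rows, and all of them changed in the listed direction between the 2 columns. Of the higher ones, 469 passed 2-fold, as did 364 of the lower ones. Between the columns headed 4-cell FK866 and 4-cell control, 3916 of 9368 genes were more than 2-fold higher and 3078 more than 2-fold lower. With the columns assigned by the tables, 1571 of 7420 genes were higher and 994 were lower. The 496 higher and 235 lower genes of the 4-cell sheet of Table S3 that are among the rows all changed in the listed direction under the second assignment, against 279 and 128 of them under the headers.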

A total of 1494 and 1248 significantly differentially expressed genes (DEGs) were detected between the control and FK866-treated groups among late 2- and 4-cell embryos, respectively (*P* < 0.05, Fig. 4a, b; Supplementary Table S3). Notably, most genes upregulated upon FK866 treatment in the late 2- and 4-cell embryos were ZGA genes, and their associated pathways were related to ZGA (Fig. 4c; Supplementary Fig. S4b, c). 

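The classification of ZGA genes that the paper took from an earlier study was not used here. As a stand-in, early 2-cell-high genes were defined from the columns as those more than 2-fold higher in early 2-cell embryos than in the column headed 4-cell control, which takes no part in the late 2-cell comparison. No oocyte or zygote was among the RNA-seq samples, so RNA left from the oocyte could not be removed from the set. Higher values of the set therefore do not by themselves show longer expression of ZGA genes. Of 3920 such genes, 3026 were expressed in the control or FK866 late 2-cell columns. Their median log2 fold change with FK866 was 0.31, against -0.26 for the other genes. No random list among 10000 of the same size matched on mean expression had a median as high, with 95% of the random medians between -0.099 and -0.027. Over the 4 pairs of an FK866 and a control library, the difference between the medians of these and the other genes ranged from 0.34 to 0.39, while between the 2 libraries of one group it was 0 for FK866 and -0.089 for control. The difference of 0.57 between the columns fell to 0.33 with a pseudocount of 5, the setting that moved it most. With FK866, 754 of the 3026 genes were more than 2-fold higher and 345 more than 2-fold lower.

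**Figure D1:**
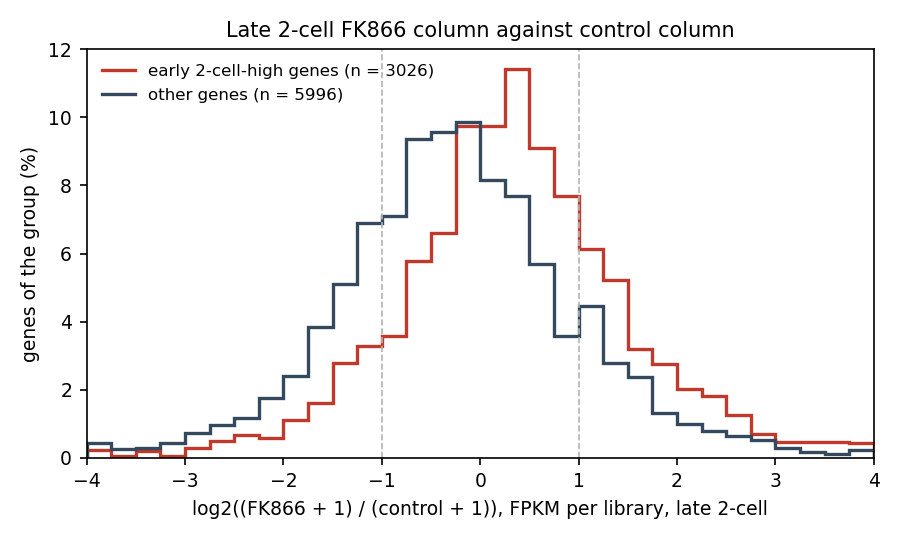
Distribution of log2 fold changes between the FK866 and control columns at the late 2-cell stage (x axis, FPKM per library + 1), as the percentage of genes of each group in bins of 0.25 (y axis), for the 3026 early 2-cell-high genes and the other genes among 9022 expressed. Values beyond the axis are counted in the outermost bins, the dashed lines mark the 2-fold threshold, and the curve of the early 2-cell-high genes lies to the right of the other.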

A previous study classified ZGA genes into minor and major ZGA genes based on their expression, mainly at the early or late 2-cell stages^25^. According to this classification, we compared the effect of NAD^+^ depletion on minor and major ZGA. 

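Early 2-cell-high genes made up 46.1% of the 1636 genes more than 2-fold higher with FK866 at the late 2-cell stage, 30.8% of the other expressed genes and 19.2% of those more than 2-fold lower. The set may hold RNA left from the oocyte, so these are not shares of minor ZGA genes. When the set required a 4-fold difference, which makes it smaller, the shares were 28.3% of the higher, 18.4% of the other and 9.89% of the lower genes. At the 4-cell stage the set was defined against the late 2-cell control column and held 3015 genes. It made up 33.0% of the genes more than 2-fold higher in the column headed 4-cell FK866 and 14.3% of the other genes. With the columns assigned by the tables of the paper the shares were 20.8% of the higher genes, 17.0% of the others and 20.8% of those more than 2-fold lower.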

In late 2-cell embryos, 32.7% of genes upregulated by FK866 treatment were minor ZGA genes; the ratio reached 21.6% in 4-cell embryos, indicating severe impairment of the minor ZGA (Fig. 4d). We also found that *Duxf3* (*Dux*), a master transcription factor that transiently regulates the ZGA process and is specifically expressed in early mouse 2-cell embryo^26^, was significantly upregulated in the FK866-treated late 2-cell embryo (*P* = 0.0095, log_2_fold change = 4.87; Fig. 4a). 

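Duxf3 (Dux) lies on chromosome 10 of GRCm38 from 58229979 to 58232675 on the minus strand, in an array of near-identical copies, so that its reads are uncertain, and the paper's text does not say how reads shared between copies were counted. The deposited values, added over libraries, were 4.52 FPKM in early 2-cell, 1.18 in late 2-cell control, 4.23 in late 2-cell FK866 and 1.81 in late 2-cell FK866+NMN embryos. The log2 fold change of FK866 over control was 0.97 on the log2(FPKM per library + 1) scale, with no replicate check, and 1.69 with a pseudocount of 0.1. The early 2-cell value corresponded to 25 and 36 reads in its 2 libraries. The control, FK866 and FK866+NMN values were not on whole reads. Of 12292 genes with at least 2 columns surely on whole reads, Duxf3 was the only one that also had columns off them. The control value less 1 equals 2 reads in one library and 0 in the other, and the FK866+NMN value less 0.1 equals 39 reads and 0 reads. The FK866 value could not be resolved into reads. With these round amounts taken off, a setting chosen after seeing the data, the log2 fold change of FK866 over control was 1.52. The paper's reported log2 fold change is 4.87, with an adjusted p of 0.165 in its Table S3.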

Overexpression of *Dux* was confirmed by quantitative polymerase chain reaction (qPCR) and immunostaining (Fig. 4e–g). These results demonstrate that NAD^+^ deprivation leads to prolonged expression of many minor ZGA genes until the late 2- and 4-cell stages. 

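The genes of Table S4, which the paper lists as minor ZGA genes of cluster 1, were compared at the stage for which they were not listed, because at their own stage they were chosen for being higher with FK866. Of the 130 genes of its 4-cell sheet, 75 were expressed in the late 2-cell control or FK866 columns, with a median log2 fold change of 0.19 with FK866, 0.26 above the other genes and at percentile 95.3 of 10000 random lists. Over the pairs of libraries the median of this list had an SD of 0.20, about as large as the median itself. Of the 75 genes, 7 were more than 2-fold higher and 5 more than 2-fold lower. Between the columns headed 4-cell FK866 and 4-cell control, the 87 expressed genes of its late 2-cell sheet had a median 1.50 above the other genes, and early 2-cell-high genes 1.63 above. With the 4-cell columns assigned by the tables of the paper, the 53 expressed genes of the late 2-cell sheet were 0.074 above the other genes, at percentile 44.7. Early 2-cell-high genes had a difference of -0.080, at percentile 0.04 of random lists. Over library pairs the difference of the early 2-cell-high genes ranged from 1.53 to 1.74 by the headers, and from -0.15 to 0.22 with 1 of 4 pairs above 0 by the tables, so that under the second assignment it had no direction beyond the spread between libraries. From the genes higher with FK866 and from Dux, the paper concludes that without NAD+ many minor ZGA genes stay expressed until the late 2- and 4-cell stages.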

Next, we investigated whether NMN could rescue excessive ZGA. All minor ZGA genes (*n* = 1065), which transiently expressed at the late zygote and early 2-cell stages, were clustered into four groups. Cluster 1 and cluster 2 genes were upregulated by FK866 treatment, of which NMN recovered the overexpression of 62% and 72.2% genes (cluster 1) in late 2- and 4-cell embryos, respectively, including *Dux* (Fig. 4h; Supplementary Fig. S4d, e and Table S4), indicating a significant role of NAD^+^ synthesis in moderate minor ZGA timely. 

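NMN recovery was taken as a lower value in the FK866+NMN column than in the FK866 column. At the late 2-cell stage this held for 1247 of the 1636 genes more than 2-fold higher with FK866, or 76.2% (95% Wilson interval 74.1% to 78.2%, which covers counting error over genes only), and for 53.8% of the other expressed genes. The FK866+NMN column listed 7607 genes at 0, against 5341 in the FK866 column. Of 2862 genes more than 2-fold lower with NMN, 1585 were at 0 in it. Genes not detected in that column count as lower whatever the cause. Requiring at least 50% of the log2 change to be reversed gave 64.7%. When the genes were selected on 1 FK866 library and the other FK866 library was compared with FK866+NMN, a check chosen after seeing the data, 47.9% of 1071 genes and 49.8% of 989 genes were lower with NMN, against 54.2% and 53.3% of all expressed genes. The expression filter of this check was set after its values had been seen. A single FK866 library was compared with the mean of the FK866+NMN libraries, without matching genes on expression. A gene lost from that FK866 library counts as not lower if FK866+NMN passes the filter and is left out otherwise. The check can therefore lower the share by itself and does not show that NMN had no effect. At the 4-cell stage the share was 85.3% by the headers, against 33.8% of the other genes. With the columns assigned by the tables it was 78.5% of 1571 genes, against 46.5%, while selection on 1 FK866 library gave 41.3% of 1291 genes and 46.1% of 982 genes, against 44.4% and 48.6% of all expressed genes. For Dux the log2 fold change of FK866+NMN over FK866 at the late 2-cell stage was -0.71.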

Aberrant minor ZGA, such as the prolonged activation of *Dux*, severely impairs major ZGA and early embryo development^6^. Therefore, these results indicate that the failure of early development upon NAD^+^ deprivation is at least partly caused by excessive minor ZGA.

**Fig. 4:**
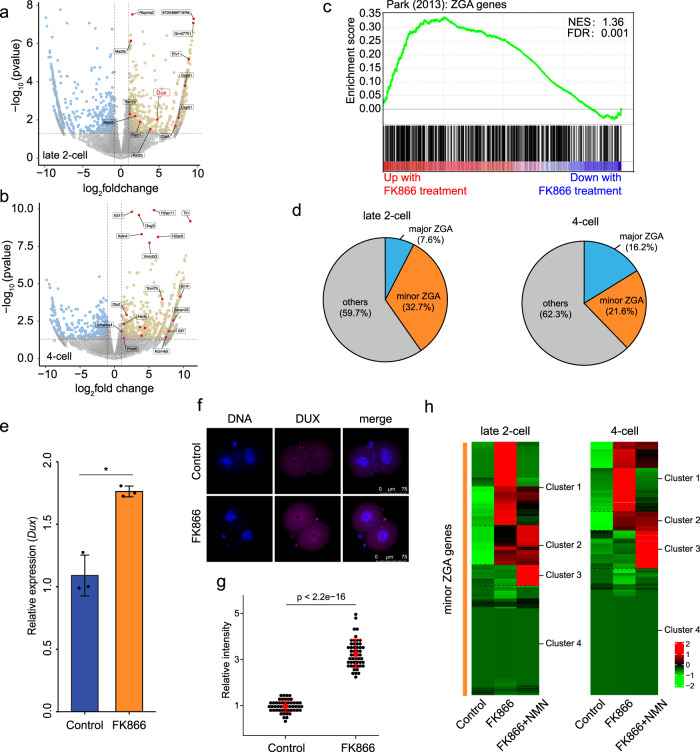
NAD^+^ depletion disturbs minor ZGA in early mouse embryos. RNA-seq analysis of control and FK866-treated **a** late 2-cell and **b** 4-cell mouse embryos. Volcano plots show gene expression changes. Yellow and blue dots indicate upregulated (fold change > 1) and downregulated (fold change < −1) genes with *P* < 0.05. **c** Gene set enrichment analysis (GSEA) of ZGA genes showed preferential upregulation in FK866-treated late 2-cell embryos. **d** Pie chart showing the fraction of minor and major ZGA genes upregulated in late 2-cell and 4-cell embryos. **e** Results of quantitative polymerase chain reaction (qPCR) showing *Dux* upregulation in FK866-treated late 2-cell embryos. Data are means ± SEM from three independent experiments. **f** Representative confocal images of control and FK866-treated embryos stained with *Dux* antibody. Scale bars, 75 µm. **g** Quantification of DUX fluorescence intensity in control and FK866-treated embryos. Each dot represents a single nucleus. **h** Heatmaps show that minor ZGA genes were upregulated between control and FK866-treated embryos, which was rescued by NMN supplementation. NMN recovered the overexpression of 62% and 72.2% minor ZGA genes at late 2-cell and 4-cell stages, respectively. Mean values of two biological replicates were scaled and are represented as *Z* scores.

### NAD^+^ synthesis is important for zygotic H3K27ac erasure

Previous studies have shown that NAD^+^ functions as an obligated cofactor for histone deacetylation^22^, which is related to chromatin accessibility^27^. We therefore questioned whether the change in the histone acetylation mediated by NAD^+^ accounts for the regulation of minor ZGA. Among the most abundant histone acetylation modification, H3K9ac and H3K27ac play substantial roles in defining chromatin states and modulating gene expression^28^. In agreement with a previous study^29^, H3K9ac showed no remarkable changes during mouse preimplantation development (Supplementary Fig. S5a, b). However, H3K27ac was dramatically changed (Fig. 5a, b). In contrast to the weak signals in MII oocytes and sperm, we observed a strong increase in H3K27ac levels at the zygote stage. H3K27ac signals were rapidly lost from the middle to late 2-cell stages, and increased progressively after the 4-cell stage (Fig. 5a, b). To further determine when H3K27ac is established after fertilization, we evaluated the dynamics of H3K27ac across all pronuclear stages of the zygote. The results showed that H3K27ac was established as early as pronuclear stage 1 (PN1) (Supplementary Fig. S5c, d), suggesting that H3K27ac may participate in the initiation of the early development process. Then, we used cleavage under targets and tagmentation (CUT&Tag) to generate genome-wide H3K27ac histone modification maps for mouse sperm, oocyte, zygote (PN4), early 2-cell, late 2-cell, and 4-cell embryos (Supplementary Fig. S5e). Genomic coverage analysis revealed 75,496 peaks of established H3K27ac modifications in the zygote; these peaks decreased rapidly in the late 2-cell embryo (Supplementary Fig. S5e, f). We annotated the distribution of the zygote-established H3K27ac domains (zyH3K27ac) through model-based analysis of chromatin immunoprecipitation assay sequencing (ChIP-seq) (MACS), and found that they were mainly enriched in the promoter, intron, and intergenic regions (Supplementary Fig. S5g). Then, we summarized the zyH3K27ac results according to three chromatin states based on their normalized levels, and found that the dynamics of zyH3K27ac were clearly highly established in the zygote, maintained in the early 2-cell embryo, and lost in the late 2- and 4-cell embryos (Fig. 5c). The enrichment of zyH3K27ac temporally precedes minor ZGA, implying a role for zyH3K27ac in minor ZGA regulation. Next, we tested the role of NAD^+^ synthesis in the dynamics of H3K27ac modifications in early mouse embryos using immunofluorescence staining. FK866-treated embryos retained high levels of H3K27ac at the late 2- and 4-cell stages, which was rescued by supplementation with NMN (Fig. 5d, e; Supplementary Fig. S5h, i); this indicated a significant role of NAD^+^ synthesis in the deacetylation of H3K27ac in mouse cleavage embryos. Analysis of CUT&Tag data for control, FK866, and NMN treated-embryos showed that 52.5% of zyH3K27ac deacetylation peaks in the control remained hyperacetylated in FK866-treated embryos, and were eliminated by NMN treatment in the late 2-cell embryo (Fig. 5f, g); a similar phenomenon was observed in the 4-cell embryo (Supplementary Fig. S5j). These results suggest that NAD^+^ synthesis is important for zyH3K27ac erasure at late 2-cell stage.

**Fig. 5:**
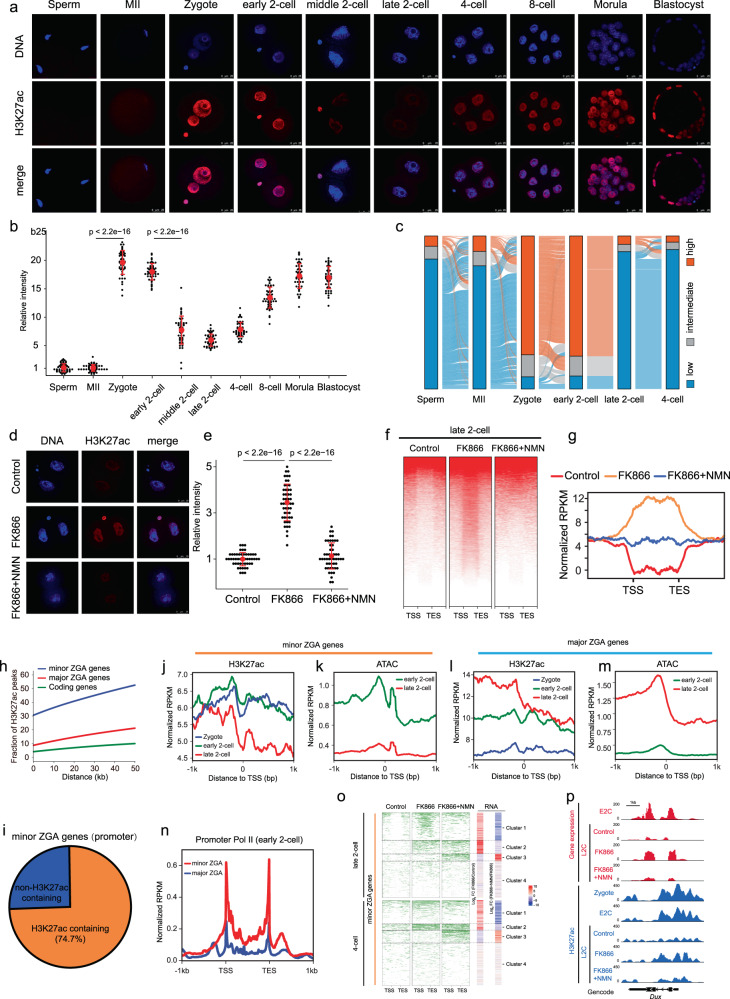
NAD^+^-mediated erasure of zygotic H3K27ac avoids excessive minor ZGA. **a** Immunostaining of H3K27ac during mouse pre-implantation embryo development. One representative image from three independent experiments is shown. Scale bar, 25 μm. **b** Quantification of H3K27ac fluorescence intensity in mouse embryos. Each dot represents a single nucleus. **c** Alluvial plots showing the global dynamics of zyH3K27ac during early embryo development. **d** Representative confocal images of control, FK866-treated, and FK866 + NMN-treated late 2-cell embryos stained with H3K27ac antibody. Scale bars, 25 µm. **e** Quantification of H3K27ac fluorescence intensity in late 2-cell embryos. Each dot represents a single nucleus. **f** Heatmap showing H3K27ac signals ranked by their relative changes after FK866 treatment. NMN rescued the changes induced by FK866 treatment in late 2-cell embryos. **g** Metaplot of H3K27ac peaks (*Z*-score normalized; *n* = 15,920) in control, FK866-treated, and FK866 + NMN-treated late 2-cell embryos. **h** Comparison of the distance between H3K27ac peaks and ZGA or coding genes in the genome. The *Y*-axis shows the proportion of H3K27ac peaks associated with genes. About 30%–50% of H3K27ac peaks are distributed from the peak to a distance of 50 kb to the TSSs of minor ZGA genes, and the proportions are higher than those of major ZGA genes and other coding genes. **i** Pie charts showing the percentages of minor ZGA genes whose promoters enriched the zyH3K27ac at the zygote stage. (**j**, **l**) Metaplot showing the H3K27ac enrichment (*Z*-score normalized) at the promoters of the minor ZGA genes (**j**) and major ZGA genes (**l**) at individual stages. (**k**, **m**) Metaplot showing the ATAC-seq enrichment (*Z*-score normalized) at the promoters of the minor ZGA genes (**k**) and major ZGA genes (**m**) at individual stages. **n** Metaplot showing the Pol II enrichment (*Z*-score normalized) at the promoters of minor and major ZGA genes at the early 2-cell stages. **o** Heatmap (left) showing H3K27ac signals ranked by their relative changes following FK866 or FK866 + NMN treatment. Heatmap (right) shows that minor ZGA genes were upregulated between control and FK866-treated embryos, and rescued by NMN supplementation. Mean values of two biological replicates were scaled and are represented as *Z* scores. **p** Genome browser view of RNA-seq and H3K27ac signals at the *Dux* locus in control, FK866-treated, and FK866 + NMN-treated late 2-cell embryos.

### NAD^+^-mediated erasure of zygotic H3K27ac is required for the exit of minor ZGA

The dynamic of zyH3K27ac shows its possible role in minor ZGA regulation. We found that, within a distance of 50 kb, the distribution of the zyH3K27ac peaks that neighbored minor ZGA genes was much higher than that of major ZGA genes and other coding genes (Fig. 5h; Student’s *t*-test, *P* < 8.15 × 10^–4^), raising the possibility that the activation of minor ZGA genes may be driven by zyH3K27ac. Actually, 74.7% of minor ZGA gene promoters enriched zyH3K27ac signals (Fig. 5i), and these signals were high in the early 2-cell embryo, and low in the late 2-cell embryo (Fig. 5j; Supplementary Fig. S5k). H3K27Ac reflects a loosened chromatin state^30^. In line with the dynamic of zyH3K27ac at the minor ZGA gene promoters, we found that the promoters were open at the early 2-cell stage, and close at the late 2-cell stage (Fig. 5k; Supplementary Fig. S5l). Whereas, the zyH3K27ac and ATAC signals in major ZGA gene promoters were high at the late 2-cell stage (Fig. 5l, m; Supplementary Fig. S5m, n). The relationship between the enrichment of zyH3K27ac and the expression of minor ZGA genes was further confirmed by Pol II small-scale Tn5-assisted chromatin cleavage with sequencing (Stacc-seq) data^31^. At the early 2-cell stage when the zyH3K27ac and ATAC signals were enriched in the promoters of minor ZGA genes but not major ZGA genes, Pol II showed higher enrichment at minor ZGA genes than major ZGA genes (Fig. 5n). These observations are in agreement with the notion that zyH3K27ac may drive minor ZGA by establishing chromatin accessibility. We further address the role of NAD^+^-mediated erasure of zyH3K27ac in regulating minor ZGA. 

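The H3K27ac CUT&Tag samples were not analysed here, and only the expression side of the comparison is given. Of the genes of the late 2-cell sheet of Table S4, 113 were expressed in the rows used, with a median log2 fold change of 1.69 between the FK866 and control columns and of -1.07 between the FK866+NMN and FK866 columns. The paper listed these genes for being higher with FK866 and lower with NMN, so the 2 medians show the size of the change and not its direction. For the 76 expressed genes of the 4-cell sheet, in the columns that hold the values of Table S4, the medians were 1.73 with FK866 and -0.58 with NMN. In the columns headed with the 4-cell groups, 74 genes of this sheet were expressed and the medians were 1.82 and -0.13.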

We found that changes in the expression of minor ZGA genes and their associated zyH3K27ac peaks were highly correlated among the control, FK866-treated, and NMN-supplemented groups (Fig. 5o). Notably, the zyH3K27ac peaks associated with genes in cluster 1, including *Dux* (Fig. 5p), showed high level by FK866 treatment and recovered by NMN supplement, which was consistent with the upregulated and downregulated expression (Fig. 5o).

To demonstrate the effect of zyH3K27ac erasure on minor ZGA and early embryo development, we treated mouse embryos from the early 2- to 4-cell stages using trichostatin A (TSA) to inhibit the erasure of zyH3K27ac (Supplementary Fig. S6a). We found that the development of embryos treated with 10 nM TSA was arrested mainly at the 4-cell stage (Supplementary Fig. S6b–d). As expected, TSA-treated embryos showed high H3K27ac levels at the late 2-cell stage (Supplementary Fig. S6e, f). Consistently, CUT&Tag data revealed that nearly half of the zyH3K27ac peaks (32,251 of 75,496) remained hyperacetylated after TSA treatment (Supplementary Fig. S6g, h). We performed RNA-seq on late 2-cell embryos with and without TSA treatment. 

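TSA inhibits class I and class II histone deacetylases. The paper gave embryos 10 nM TSA from the early 2-cell stage on. Late 2-cell embryos were collected at 48 h after hCG, and the paper gives 2 libraries of 3 embryos. The column headed late 2-cell TSA showed 2 libraries of 6855134 and 6527679 reads, and its FPKM values were treated like those of the FK866 experiment. The header and the tables of the paper name different columns. The log2 fold changes of Table S5 have the sign of those between the column headed 4-cell FK866 and late 2-cell control for 1203 of 1203 genes among the rows (r = 0.868 across genes). Table S5 as used here holds 505 higher and 1493 lower genes, fewer higher genes than the paper's text states, so it may be incomplete. The match rests on the 287 higher and 916 lower genes of it that are among the rows. For the column headed late 2-cell TSA over control, which equals the 4-cell control values of Table S4, 546 of the 1203 genes changed in the direction listed. Results are therefore given for the column headed late 2-cell TSA and then for the column that fits Table S5, which showed 1 library. The second assignment was chosen after seeing the data. The late 2-cell control column is the same in both.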

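Pearson's r across 10796 genes, on the log2 scale used for FK866, was 0.821 between the late 2-cell control libraries and 0.878 between the libraries of the column headed late 2-cell TSA, against 0.643 to 0.678 between the 2 columns. With the column that fits Table S5, the r between the control libraries was 0.823 across 10874 genes, and the r of the single library of that column with each of them was 0.661 and 0.674.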

UHC was performed to separate TSA-treated embryos from control embryos (Supplementary Fig. S6i). A total of 2257 and 1492 genes were significantly up- or downregulated between the control and TSA-treated late 2-cell embryos, respectively (*P* < 0.05; Supplementary Fig. S6j and Table S5). 

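Between the column headed late 2-cell TSA and late 2-cell control, 2007 of 8648 genes were more than 2-fold higher and 3569 more than 2-fold lower. Between the column that fits Table S5 and control, 2840 of 9420 genes were higher and 2796 were lower. These counts carry no p-value. Among genes whose values could be separated into libraries, 1475 of 1934 higher genes had both libraries of the column headed late 2-cell TSA above both control libraries. For 2312 of 3394 lower genes both were below. The column that fits Table S5 shows 1 library, so its counts have no replicate check. A pseudocount of 5 moved the counts of the column headed late 2-cell TSA most, to 1080 higher and 1662 lower genes. Of the genes listed as lower in Table S5, 916 are among the rows, and 883 of them were more than 2-fold lower in the column that fits the table, against 233 in the column headed late 2-cell TSA. Of the 505 listed as higher, 287 are among the rows. In the column that fits the table 282 of them were more than 2-fold higher, against 51 in the column headed late 2-cell TSA.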

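Early 2-cell-high genes had a median log2 fold change of -1.72 between the column headed late 2-cell TSA and late 2-cell control, a difference of -1.95 from the other genes. The set was chosen for low values in the column headed 4-cell control, to which the column headed late 2-cell TSA is close, so the negative sign is not independent of that choice. By the tables of the paper the set is defined against another column and holds 4231 genes. Of these, 3278 were expressed, and their median was 0.54, against -0.30 for the other genes. With the set kept as defined by the headers, the difference in that column was 0.90 over 3024 genes. Of 10000 random lists matched on mean expression, none had a median as high. Of the 3278 genes, 1209 were more than 2-fold higher and 556 more than 2-fold lower. Both pairs of the library of that column with a control library gave a positive difference, of 0.54 and 0.75. The 9 genes whose symbol starts with Zscan4, a family of close copies expressed at the 2-cell stage whose shared reads make their values uncertain, were all more than 2-fold lower under either assignment, with a median of -4.44 by the header and -2.32 in the column that fits Table S5. Dux, whose control value was not on whole reads, had 9 reads in that column and a log2 fold change of 0.11 over control, against -0.66 by the header.

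**Figure D2:**
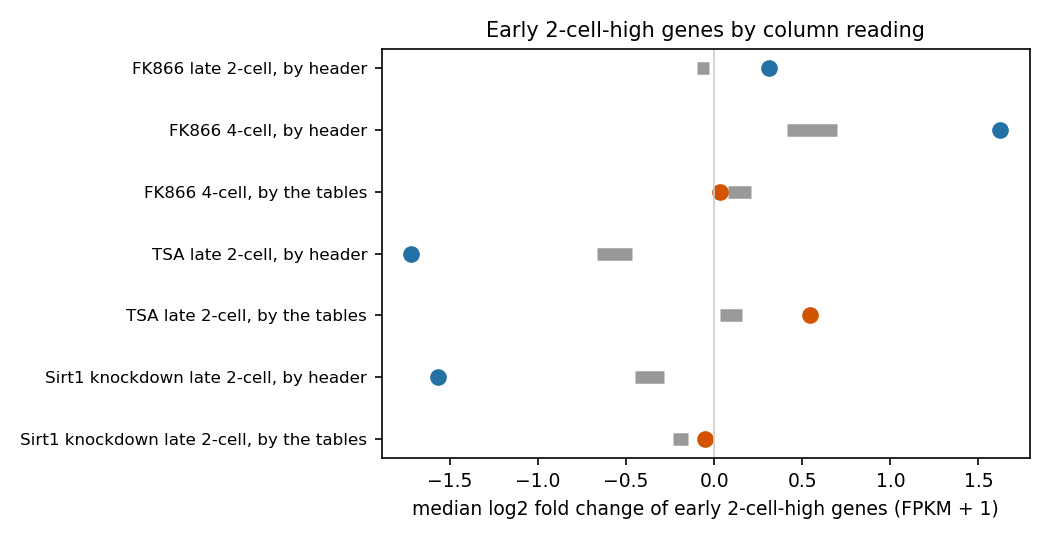
Median log2 fold change of early 2-cell-high genes (x axis, FPKM per library + 1) in each comparison with its control column (y axis), with the columns assigned by their headers (blue points) or by the tables of the paper (orange points). Grey bars span 95% of the medians of 10000 random gene lists matched on mean expression, and the TSA point moves from -1.72 to 0.54 between the assignments, whose sets of genes for the late 2-cell comparisons differ.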

The expression of many minor ZGA genes was found to be dramatically elevated compared to the control group, and their associated zyH3K27ac peaks remained high after TSA treatment (Supplementary Fig. S6k). These results suggest that NAD^+^-mediated erasure of zyH3K27ac contributes to the precise and timely regulation of ZGA at the late 2- and 4-cell stages.

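Of the genes of the late 2-cell sheet of Table S4, 85 were expressed in the column that fits Table S5 or in late 2-cell control. Their median was 1.25, against 0.054 for the other genes, but the paper chose them for a low value in the same control column. The 78 expressed genes of the 4-cell sheet, not chosen on that column, were 0.19 above the other genes, at the percentile 71 of random lists. In the column headed late 2-cell TSA the differences were -0.72 for 61 genes of the late 2-cell sheet and -1.94 for 73 genes of the 4-cell sheet. The second was fixed in advance if the tables are right, because that column holds the control values by which the 4-cell sheet was chosen. The H3K27ac side of this comparison was not analysed here. From the elevated minor ZGA genes and the persisting H3K27ac peaks after TSA, the paper proposes that removal of zyH3K27ac through NAD+ helps to time ZGA.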

### NAD^+^ could cooperate with *Sirt1* to remove zyH3K27ac

Sirtuins, including SIRT1-7, are a family of NAD^+^-dependent protein deacetylases^22^. To explore the role of the candidate histone deacetylase, which is responsible for zyH3K27ac erasure in early mouse embryos, we examined the expression patterns of SIRTs. RNA-seq data revealed that only *Sirt1* was highly expressed in middle and late 2-cell embryos (Supplementary Fig. S7a, b). This expression pattern was confirmed by qPCR, and immunostaining showed that the SIRT1 protein was highly expressed in the nuclei of embryos from the middle 2- to 4-cell stages (Fig. 6a–c), coincident with the timing of zyH3K27ac erasure. This expression pattern prompted us to investigate whether *Sirt1* plays an important role in deacetylating zyH3K27ac. 

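Sirt1 lies on chromosome 10 of GRCm38 from 63319005 to 63381704 on the minus strand. In the deposited FPKM values, divided by the number of libraries of the column, Sirt1 was at 9.84 in early 2-cell, 76.4 in late 2-cell control, 67.2 in late 2-cell FK866 and 72.8 in late 2-cell FK866+NMN embryos. It was at 52.7 in the column headed late 2-cell Sirt1, which shows 2 libraries of 10003481 and 3169677 reads, and the log2 fold change over control was -0.53. Over the 4 pairs of a library of that column and a control library it ranged from -1.39 to 0.14, so the difference was not larger than the spread between libraries. The values of that column equal the 4-cell FK866 values of Table S4. The fold changes of Table S6 fit best the column headed 4-cell FK866+NMN over late 2-cell control, with the same sign for 773 of 821 genes (r = 0.817 across genes). That column shows 1 library, and Sirt1 was at 11.3, a log2 fold change of -2.66 over control. The target gene thus goes against the header of the column headed late 2-cell Sirt1. Columns are still called by their headers, without taking that column for a knockdown, and the second assignment, chosen after seeing the data, is given beside the first. Sirt1 was at 69.6 in the column headed late 2-cell TSA, at 72.1 in the one headed 4-cell control and at 7.61 in the one headed 4-cell FK866. Trim21, on chromosome 7 from 102557921 to 102565486, was listed at 0 in every column except the one headed 4-cell control, where it was at 0.170 per library. The methods also inject Trim21 mRNA into the knockdown zygotes, yet neither the column headed late 2-cell Sirt1 nor the column that fits Table S6 shows it. Whether the injected mRNA lasts to the late 2-cell stage was not tested, so Trim21 does not identify the knockdown column. The scrambled siRNA and Trim21 mRNA that the methods give as the negative control have no column of their own, and the late 2-cell control column is the one used for FK866.

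**Figure D3:**
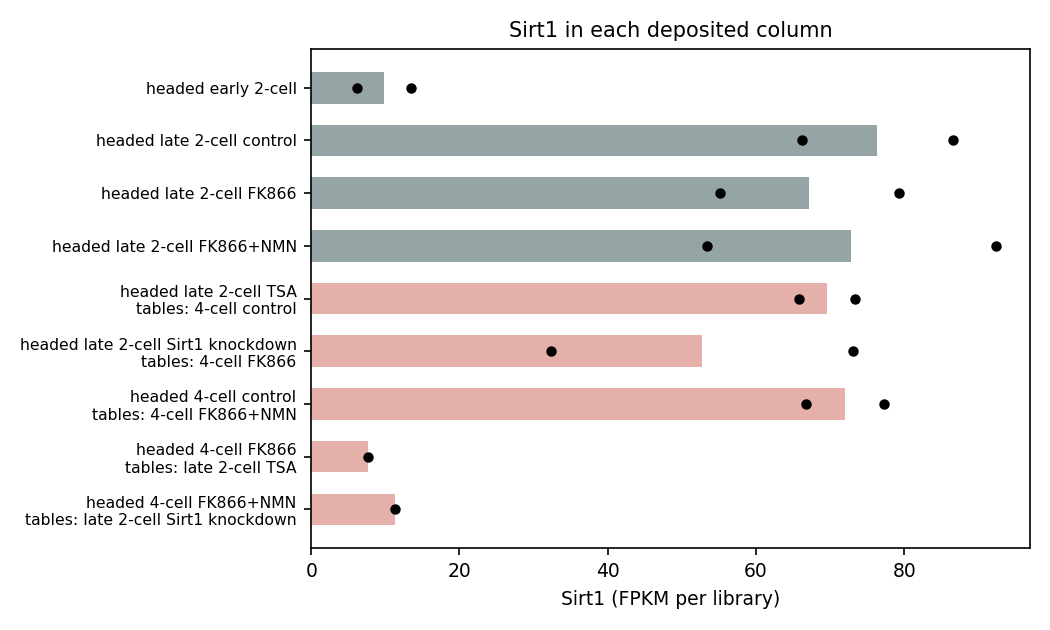
Sirt1 in each deposited column, in FPKM per library (x axis). Bars are the column value divided by its number of libraries, black points the separated libraries, and pink bars mark columns whose header and the tables of the paper name different groups. Sirt1 is lowest in the columns headed 4-cell FK866 at 7.61, early 2-cell at 9.84 and 4-cell FK866+NMN at 11.3.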

We knocked down *Sirt1* at the RNA and protein levels by injecting siRNA, *Trim21* mRNA, and SIRT1 antibody into zygotes (Fig. 6d). Successful knockdown was confirmed by qPCR and immunostaining (Supplementary Fig. S7c–e). Compared to the control group, the potential to develop to the blastocyst stage in *Sirt1*-depleted embryos was reduced (90% vs 67.3%, *P* < 0.005) and blocked mainly at the morula stage, and the NMN addition did not rescue the failure of blastocyst formation, suggesting that NAD^+^ depends on *Sirt1* to remove H3K27ac (Fig. 6e, f). Definitely, embryos showing *Sirt1* deficiency retained high levels of H3K27ac modifications at the late 2-cell stage (Fig. 6g, h), but the H3K9ac levels were not significantly affected (Supplementary Fig. S7f), suggesting that *Sirt1* facilitates the deacetylation of H3K27ac, but not H3K9ac, during the process of ZGA. Furthermore, about 30% of zyH3K27ac peaks were sustained after *Sirt1* knockdown according to CUT&Tag data analysis (Fig. 6i; Supplementary Fig. S7g). 

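Between the column headed late 2-cell Sirt1 and late 2-cell control, 2137 of 8779 genes were more than 2-fold higher and 3212 more than 2-fold lower, with no p-value. Between the column that fits Table S6 and control, 1411 of 8622 genes were higher and 2430 were lower. The median log2 fold change of all expressed genes was -0.28 in the first comparison and -0.21 in the second. Of the genes of Table S6 among the rows, 382 of 430 listed as higher and 391 of 391 listed as lower changed in the listed direction in the second comparison, against 162 and 280 in the first. Table S6 gives 151 of its higher and 141 of its lower genes an FDR under 0.05, which are the paper's values. By the header, r across genes was 0.827 between the control libraries, 0.880 between the libraries of the Sirt1 column and 0.697 to 0.708 between columns. For the column that fits Table S6, r was 0.812 between the control libraries and 0.799 and 0.803 with them.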

RNA-seq analysis revealed that 690 and 659 DEGs were up- and downregulated, respectively, in *Sirt1*-knockdown late 2-cell embryos compared to control embryos (Supplementary Fig. S7h, i and Table S6). We also observed a tendency of minor ZGA genes to show higher expression in *Sirt1*-depleted embryos, which was highly correlated with the failure of zyH3K27ac removal (Supplementary Fig. S7j). These results support the notion that SIRT1 is highly expressed at the middle 2-cell stage, and contributes to NAD^+^-mediated zyH3K27ac deacetylation.

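In the column headed late 2-cell Sirt1, early 2-cell-high genes differed from the other genes by -1.92 in median log2 fold change over control, a sign not independent of the choice of the set, as for TSA. In the column that fits Table S6, with the set redefined as for TSA, their median was -0.050 against -0.29 for the other genes, a difference of 0.24, above all of 10000 random lists matched on mean expression. With a control library at a time, the difference was 0.107 and 0.110, and with the set kept as defined by the headers it was 0.27 between the columns. Between the 2 control libraries, early 2-cell-high genes as defined for FK866 already differed by -0.089. The random lists do not measure this spread between libraries, and the column has 1 library, so the difference is not clear of it. Of the 3092 genes of the redefined set that were expressed, 586 were more than 2-fold higher and 779 more than 2-fold lower. The 76 expressed genes of the 4-cell sheet of Table S4 were 0.45 above the other genes in that column, at the percentile 99.1 of random lists. By the header the difference was -0.36, in a column that holds the FK866 values by which this sheet was chosen. The 9 Zscan4 genes were all lower than control in the column that fits Table S6, and below the median of all genes there, with a median of -0.84 and a difference of -0.63 from the other genes, at percentile 1.15 of random lists. Only Zscan4a, singled out after its value was seen, was more than 2-fold lower. By the header all 9 were more than 2-fold lower, with a median of -3.21. Dux, whose control value was not on whole reads, was at 0 FPKM in both columns. Its log2 fold change over control was -0.67 under either assignment, and -0.12 with round amounts taken off. The correlation with H3K27ac that the paper shows in Supplementary Fig. S7j was not analysed here. From the tendency of minor ZGA genes towards higher expression, the paper states that it was correlated with the failure to remove zyH3K27ac.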

**Fig. 6:**
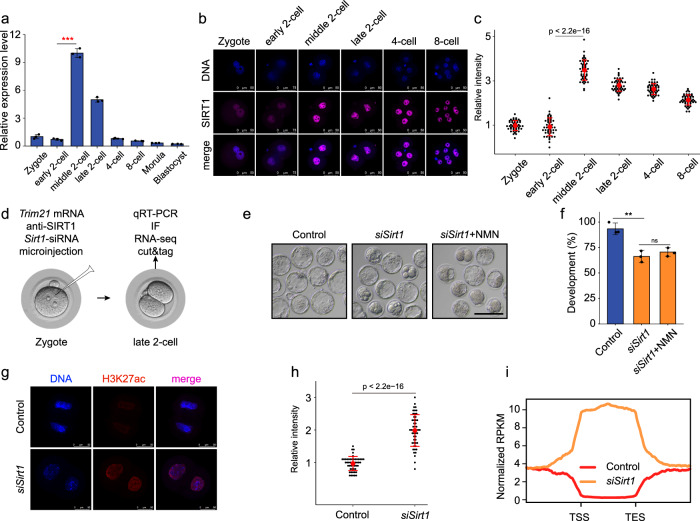
NAD^+^ could cooperate with *Sirt1* to remove zyH3K27ac. **a** The relative expression of *Sirt1* was measured by quantitative reverse-transcribed PCR (qRT-PCR) analysis. Error bars indicate standard deviation (SD). **b** Immunostaining of SIRT1 during mouse pre-implantation embryo development. One representative image from three independent experiments is shown. Scale bar, 50 μm. **c** Quantification of SIRT1 fluorescence intensity in mouse embryos. Each dot represents a single nucleus. **d** Schematic presentation of the *Sirt1* knockdown experimental protocol. (**e**, **f**) Representative images (**e**) and developmental rates (**f**) of control and *Sirt1* knockdown embryos. NMN (10 µM) addition did not rescue blastocyst formation of *Sirt1*-knockdown embryos. Data are from three independent experiments. **P < 0.01 (Student’s *t*-test). Scale bars, 50 μm. **g** Representative confocal images of control and *Sirt1*-knockdown embryos stained with H3K27ac antibody. Scale bars, 75 µm. **h** Quantification of H3K27ac fluorescence intensity in control and *Sirt1* knockdown embryos. Each dot represents a single nucleus. **i** Metaplot of H3K27ac signals (*Z*-score normalized) in control and *Sirt1* knockdown late 2-cell embryos.

### NAD^+^ supplement promotes the removal of zygotic H3K27ac and benefits preimplantation development of human embryos

The finding that NAD^+^ is crucial for timely modulation of minor ZGA and further embryonic development of mouse embryo led us to investigate whether a similar mechanism might operate in human embryos. In human, minor ZGA occurs at the 2- to 4-cell stages, and major ZGA activates at the 4- to 8-cell stages^32^. We performed immunostaining of H3K27ac in human embryos. The high H3K27ac signals were observed in the zygote and 2-cell embryo, and remarkably reduced H3K27ac in the 8-cell embryo (Fig. 7a). The finding shows that, similar to that seen in mice, H3K27ac deacetylation occurs when major ZGA activates in human embryo. Furthermore, RNA-seq data revealed that *SIRT1* was dramatically elevated in the 8-cell embryo (Fig. 7b), and *SIRT1* proteins are conserved between human and mouse (Supplementary Fig. S7k). The results presume that *SIRT1* cooperated with NAD^+^ to remove zyH3K27ac which ensures the timely silencing of minor ZGA program in human embryo. To address the notion, we treated human zygotes with NMN. As expected, NMN-treated group showed weaker signals compared to control group at 8-cell stage (Fig. 7a). Importantly, more embryos from the NMN-treated group could develop to blastocyst than the control group (Fig. 7c; 36.4% vs 11.1%), and the developmental process was normal (Fig. 7d; Supplementary Video S1). Taken together, the mechanism of NAD^+^-SIRT1-mediated deacetylation may be shared between mice and human, which is crucial for mammalian embryo development.

**Fig. 7:**
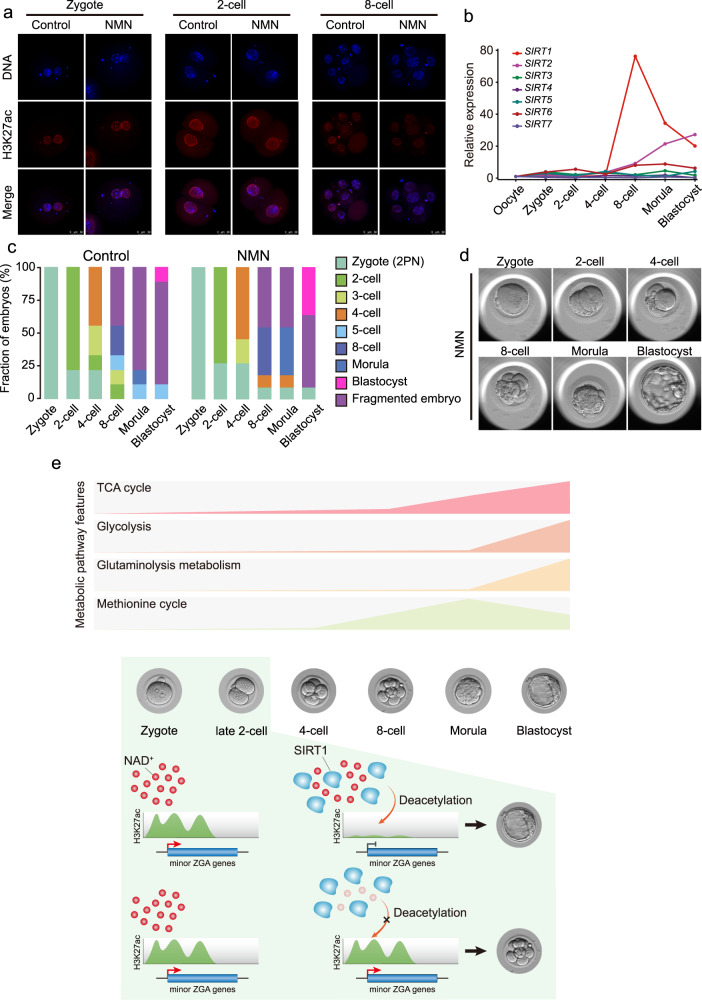
NAD^+^ supplement promotes the removal of zygotic H3K27ac and benefits preimplantation development of human embryos. **a** Representative confocal images of control and NMN-treated human embryos stained with H3K27ac antibody. Scale bars, 50 µm. **b** Sirtuin family expression patterns according to RNA-seq data in human pre-implantation embryos. **c** Stacked bar plots showing fraction of human embryos at the different developmental stages after NMN addition (right side, *n* = 11), or control (left side, *n* = 9). **d** Representative images of the development of NMN-treated human embryos. **e** Metabolic characteristics during mouse pre-implantation development (upper) and a model of NAD^+^ involvement in the precise and timely regulation of minor ZGA (below).

## Discussion

Decades of research have highlighted the important role of cell metabolism in mammalian pre-implantation development. However, due to limited amounts of experimental material, a comprehensive investigation of metabolite dynamics during the process is lacking. In this study, we established global metabolomic profiles of mouse pre-implantation embryos from the zygote to blastocyst stages. Using functional approaches, we further demonstrated the important role of NAD^+^ synthesis in the precise and timely regulation of minor ZGA, which is indispensable for mouse pre-implantation development (Fig. 7e).

The metabolism of mammalian early embryos has been investigated mainly using radiolabeled substrates in combination with inhibitors, and exogenous substrates at specific stages^33^. For example, embryos utilize pyruvic acid early, and later transition to glucose^34^. Further study is required to fully understand the dynamics of endogenous metabolites during the entire mammalian pre-implantation development process. In this study, to precisely establish the metabolic landscape, we collected thousands of mouse embryos at all pre-implantation stages from zygote to blastocyst, and examined the dynamics of hundreds of metabolites related to amino acid, carbohydrate, lipid, and nucleotide metabolism. We integrated these data with transcriptomic and proteomic data, and discovered the metabolic characteristics of the development process, including the activation of methionine cycle from 8-cell embryo to blastocyst, high glutaminolysis metabolism in the blastocyst, enhanced TCA cycle activity from the 8-cell embryo stage, and active glycolysis in the blastocyst. Besides the metabolites detected at high levels in the zygote, which may be derived from oogenesis, most metabolites tend to increase during the later stages, consistent with the high energy demands associated with the transition of early embryos from a metabolically quiescent state to an active state. Together, these dynamic changes in metabolic signatures can be used to predict embryo quality and improve in vitro culture systems for assisted reproduction.

NAD^+^ is a prominent redox cofactor and enzyme substrate that is essential for energy metabolism, DNA repair, and epigenetic homeostasis. NAD^+^ repletion has been reported to restore oocyte quality, and enhances the ovulation rate and fertility in aged mice^35^. However, the effect of NAD^+^ on mammalian pre-implantation development, and its mechanism, have remained elusive. In this study, we demonstrated that the depletion of NAD^+^ biosynthesis from the NAM salvage pathway, and the transition of pyruvic acid to lactate, but not the kynurenine pathway, resulted in mouse embryo developmental arrest at the cleavage stage, with the expression of many minor ZGA genes prolonged to late 2- and 4-cell stages. The results were in line with the notion that to maintain NAD^+^ levels, most NAD^+^ is recycled via salvage pathways rather than generated de novo. However, interestingly, we found that without NAD^+^ from the NAM salvage pathway, the embryo development was not affected outside of this temporal window from 2-cell to 4-cell stage. We purpose that the normal development of FK866-treated embryos from zygote to 2-cell stage may depend on the large amount of maternal NAD^+^. Whereas, as the demonstration in the previous study that during development the metabolic plasticity is increased, defined as flexibility in energetic substrate choice^16^, after the 4-cell stage, there may be other pathways to compensate for the intra-embryonic NAD^+^. For example, nicotinic acid can be converted to nicotinic acid mononucleotide by nicotinic acid phosphoribosyltransferase. Thus, the great need of NAD^+^ from 2- and 4-cell stages highlights the important role of the NAM salvage pathway. Notably, *Nampt* homozygous knockout (*Nampt*^−/−^) resulted in lethality within E5-10 days^36^, but not the 4- to 8-cell stages shown in our study. That may be due to the existence of maternal NAMPT, indicating the importance of maternal factors for embryonic development. Genome activation in the pre-implantation embryo occurs in two phases: minor and major ZGA. Major ZGA and the reprogramming of gene expression that occurs during major ZGA are critical for further development beyond the 2-cell stage, and minor ZGA, which is characterized by promiscuous transcription, supports major ZGA and is required for early embryo development^37^. The transcription characteristics of minor ZGA observed in the late 2-cell embryo disrupted further embryo development. For example, the prolonged expression of *dux* significantly induced developmental arrest^38^. Thus, developmental deficiency induced by the depletion of NAD^+^ can at least partly be attributed to excessive minor ZGA.

Although NAD^+^ is often used as a cofactor or substrate across a range of reactions, we found that excessive minor ZGA and developmental arrest induced by NAD^+^ depletion was mainly contributed by the failure of zyH3K27ac erasure, and were recapitulated by knockdown of the NAD^+^-dependent deacylase SIRT1. Therefore, we concluded that NAD^+^, in cooperation with SIRT1, plays an important role in the removal of zygotic H3K27ac. H3K27ac is a key acetylation histone that loosens the chromatin state and increases the accessibility of RNA polymerase II, resulting in gene expression^30,39^. Chromatin may exist in a markedly relaxed state after fertilization, followed by progressive maturation of higher-order chromatin architecture during early development^40^. Similarly, high enrichment of H3K27ac, which is associated with the loosened chromatin state, was observed in the zygote and early 2-cell embryo, and its removal resulted in a tighter state in late 2- and 4-cell embryos. Pol II reloading has previously been demonstrated in the zygote; in this study, we demonstrated that the reloading at the promoters of minor ZGA genes with the loosened chromatin state, associated with the zyH3K27ac enrichment, facilitated the minor ZGA. Thus, failed zyH3K27ac erasure may result in the maintenance of Pol II reloading and induce the prolonged expression of minor ZGA genes. In addition, pyruvic acid-dependent histone acetylation has been linked to ZGA. However, pyruvic acid-deprived embryos did not show a reduction in H3K27ac at the zygote stage (Supplementary Fig. S5o). Therefore, we propose that the development block caused by pyruvic acid deprivation may be related to a loss of NAD^+^ produced by the transition of pyruvic acid to lactate, suggesting that large amounts of NAD^+^ are needed by the 2-cell embryo. Most strikingly, in human embryos, we also detected the removal of zyH3K27ac at 8-cell stage that precisely matches the timing of major ZGA in human, and the NAD^+^ supplement could promote the removal and benefit the pre-implantation development. Thus, the mechanism of NAD^+^-SIRT1-mediated deacetylation seems to be conserved among mammals. It is worth noting that the improvement of human embryonic development by NMN addition may be due to the employment of the aged MII oocytes from the in vitro maturation of immature human GV-stage oocytes obtained during normal human superovulation cycles in this study. Postovulatory aging is known to compromise the oocyte quality as well as subsequent embryo development in many different animal models, and becomes one of the most intractable issues that limit the outcome of human assisted reproductive technology (ART)^41,42^. In mice, it has been proven that NMN could improve the embryonic developmental potential of aged mouse oocytes^35^. Thus, we purpose that NMN may be effective in improving the developmental potential of IVM oocytes in human.

In summary, we explored the characteristic metabolic patterns of mouse pre-implantation embryo development. Our dataset represents a framework for future studies to elucidate the complex interplay between metabolism and embryo development, and will provide tremendous opportunities to define better culture systems for human-assisted reproduction. We also found that the use of NMN as an NAD^+^ precursor promoted mammalian pre-implantation embryo development. Future studies should test NMN and other NAD^+^-increasing compounds in the clinical setting, as an additive to embryo medium, to improve human embryo quality and viability. Although these results are promising, we caution against the use of NAD^+^-increasing supplements until clinical studies have been completed.

## Materials and methods

### Ethics statement

This study was approved by the Institutional Review Board (IRB) of Chongqing Health Center for Women and Children (2019-603), China. In accordance with the measures of the People’s Republic of China on the administration of Human Assisted Reproductive Technology, the ethical principles of the Human Assisted Reproductive Technology and the Human Sperm Bank as well as the Helsinki declaration. The research followed the guiding principles of the Human Embryonic Stem Cell Ethics issued by the MOST and MOH and was regularly reviewed by the Medical Ethics Committee of Chongqing Health Center for Women and Children. All gametes and embryos were collected voluntarily after obtaining written informed consent signed by donor couples at the Center for Reproductive Medicine in The Women and Children’s Hospital of Chongqing Medical University.

### Human gamete and early embryo collection

For sperm, SpermGrad (Vitrolife) was used for gradient sperm separation. For oocytes, the controlled ovarian stimulation was carried out using GnRH analogs combined with human menopausal gonadotrophins or recombinant follicle stimulating hormone (FSH) for pituitary desensitization. Transvaginal ultrasound-guided oocyte collection was scheduled 36 h after hCG administration. All MII oocytes were selected for Intra cytoplasmic sperm injection (ICSI), while those identified as immature (germinal vesicle (GV) oocytes) were kept in incubator for 4–6 h. These GV oocytes matured in vitro to MII oocytes and could be used as a back-up reserve for clinical purpose. Once fertilization and formation of good embryos were achieved, the remaining in vitro maturation (IVM) MII oocytes superfluous to clinical need were donated to this study. These oocytes were obtained from women aged 25–37 years old. Each batch of embryos was equally divided into control and NMN-treated groups. ICSI was used in this study. Fertilization was assessed 17–20 h after ICSI. Numbers of embryos used for this study are: zygote (2PN): 22; 2-cell embryos: 2; 8-cell embryos: 2. The human embryos were cultured in Vitrolife sequential media system G1/G2 culture solution at 37 °C, 6% CO_2_ and 5% O_2_. For NMN supplement, the 2PN zygotes were cultured in G1 media in the presence of NMN (10 µM, 1N3501; Sigma). All human embryos were cultured in G2 medium in the absence of NMN.

### Mice

All animals used in this study were maintained and handled according to policies approved by Chongqing Health Center for Women and Children. Male and female ICR mice (6–8 weeks old) were purchased from Charles River (Beijing, China).

### Embryo collection

Embryos were collected from superovulated female ICR mice treated with 6.5 IU of pregnant mare serum gonadotropin (PMSG); after 45–47 h, they were treated with 5 IU of human chorionic gonadotropin (hCG) and crossed to ICR males. Embryos were collected at the following times post-hCG injection: 24 h for the zygote stage, 34 h for the early 2-cell stage, 41 h for the middle 2-cell stage, 48 h for the late 2-cell stage, 58 h for the 4-cell stage, 69 h for the 8-cell stage, and 94 h for the blastocyst stage. Additionally, zygotes were collected at the following times: 12 h for the PN0 stage, 15 h for PN1, 18 h for PN2, 21 h for PN3, 24 h for PN4, and 27 h for PN5. Embryos were cultured in KSOM medium (MR-121-D; Merck, Kenilworth, NJ, USA) under mineral oil at 37 °C in a 5% CO_2_ incubator.

### Treatment of oocytes with inhibitors and chemicals

For inhibitor treatment, we prepared solutions of FK866 (HY-50876; MedChemExpress, Monmouth Junction, NJ, USA), GEN-140 (HY-100742A; MedChemExpress), Oxamate (C3893; ApexBio, Houston, TX, USA) and TSA (T8552; Sigma, St. Louis, MO, USA) in dimethyl sulfoxide (DMSO). NMN (N3501; Sigma) solutions were prepared in water. Solutions were diluted to yield a final concentration in maturation medium as needed (FK866, 0.01 µM; GNE-140, 20 µM; Oxamate, 20 mM; NMN, 10 µM; TSA, 10 nM). Embryos were cultured in vitro in KSOM medium containing different doses of inhibitor for further analysis. Correspondingly, 0.05% DMSO was included as a negative control. To assess the effects of NAD^+^ synthesis on early embryonic development, zygotes cultured in KSOM medium were supplemented with different concentrations of FK866, GNE-140 and Oxamate. The relevant phenotypes were examined at the indicated time points.

### Metabolomics

Mouse embryos were washed in PBS and snap-frozen in liquid nitrogen for 15 min, and were stored at −80 °C in cold 80% methanol. 200 μL of extraction solution buffer (methanol:acetonitrile:water = 2:2:1 (v/v)) was added to the sample, freeze in liquid nitrogen for 1 min, thaw and vortex for 30 s. Repeat the above operation. Sonicate the samples in an ice-water bath for 10 min, and incubate at −40 °C for 1 h. Centrifuge the samples at 4 °C for 15 min at 12,000 rpm, and the supernatant was transferred to a new tube (pre-chilled on dry ice) and evaporated with a speed vacuum. Dried metabolites were reconstituted in 30 μL of 0.03% formic acid in water, vortexed, centrifuged at 14,000× *g* for 15 min at 4 °C. All samples were mixed into QC samples with the same amount of supernatant, and the supernatant was analyzed using an UHPLC device (1290 Infinity LC; Agilent Technologies, Santa Clara, CA, USA) coupled to a quadrupole time-of-flight system (AB Sciex TripleTOF 6600; Shanghai Applied Protein Technology Co., Ltd., Shanghai, China). For hydrophilic interaction chromatography (HILIC) separation, samples were analyzed using a 2.1 mm × 100 mm Acquity UPLC BEH 1.7 µm column (Waters, Milford, MA, USA). In both electrospray ionization (ESI)-positive and -negative modes, the mobile phase contained A = 25 mM ammonium acetate and 25 mM ammonium hydroxide in water and B = acetonitrile. The gradient was 85% B for 1 min; this was linearly reduced to 65% in 11 min, reduced to 40% in 0.1 min and held for 4 min, and then increased to 85% in 0.1 min, with a 5 min re-equilibration period. The ESI source conditions were set as follows: ion source gas 1 (Gas 1), 60; ion source gas 2 (Gas 2), 60; curtain gas (CUR), 30; source temperature, 600 °C, ion spray voltage floating (ISVF), 5500 V. In MS-only acquisition, the instrument was set to acquire over an m/z range of 60–1000 Da, and the accumulation time for TOF-MS scanning was set at 0.20 s/spectra. In auto tandem mass spectrometry (MS/MS) acquisition mode, the instrument was set to acquire over an *m*/*z* range of 25–1000 Da, and the accumulation time for product ion scanning was set at 0.05 s/spectra. We used the Collection of Algorithms of MEtabolite pRofile Annotation (CAMERA) to annotate isotopes and adducts. Only variables having > 50% non-zero measurement values in at least one group were extracted. Metabolite compounds were identified by comparing *m*/*z* values (< 25 ppm) and MS/MS spectra with an in-house database established using available authentic standards. Chromatogram review and peak area integration were performed using MultiQuant software v.3.0 (SCIEX). Finally, 246 metabolites of common and important metabolic pathways (for example, energy metabolism, carbohydrate metabolism, amino acid metabolism and nucleotide metabolism) were included in this method. Each condition was assayed in sextuplicate, with each replicate containing approximately 1000 embryos, the exact number of which was used to normalize the data. For drawing the Sankey diagram, the highest and lowest values were determined by normalizing the levels of metabolites in each stage of the early embryos, and the tertiles were defined as high, intermediate, and low levels, respectively.

### In vitro transcription of Trim21 mRNA

To prepare mRNAs for microinjection, pGEMHE-mCherry-mTrim21 (105522; Addgene, Watertown, MA, USA) vectors were linearized and purified with phenol–chloroform, followed by ethanol precipitation. Linearized DNAs were transcribed in vitro using the mMESSAGE mMACHINE Kit (AM1344; Invitrogen, Carlsbad, CA, USA). Transcribed mRNAs were added to poly (A) tails (200–250 bp) using the mMACHINE Kit (AM1350; Invitrogen), recovered by lithium chloride precipitation, and resuspended in nuclease-free water. *Trim21* mRNA was frozen and stored at −80 °C. For trimming, *Trim21* mRNA (1 µg/µL), *Sirt1* antibodies (0.5 µg/µL), and siRNA (10 µM) were mixed and co-injected into zygotes through microinjection.

### Microinjection

All siRNAs used in this study were purchased from RiboBio. The scrambled siRNA and *Trim21* mRNA was injected into the zygotes as the negative control. We placed zygote-stage embryos in 150 µg/mL hyaluronidase (4272; Sigma) to digest the outer granule cells. The siRNA was centrifuged at 12,000 rpm for 10 min at 4 °C, and stored at 4 °C until use. Then, microinjection was performed using a FemtoJet 4i microinjector (Eppendorf, Hamburg, Germany) and E LIPSE Ti micromanipulators (Nikon, Tokyo, Japan). For injection, a glass capillary Femtotip (Eppendorf) was loaded with 2 μL of RNA mixtures using a Microloader (Eppendorf), and the solution was injected into the cytoplasm in a drop of M2 medium (M7167; Merck). The injection volume was approximately 2–5 pL. The injection conditions consisted of an injection pressure of 250 hPa, compensation pressure of 60 hPa, and injection time of 0.7 s. Immediately after microinjection, embryos were cultured in KSOM medium at 37 °C in 5% CO_2_.

### Immunofluorescence staining

After removing the zona pellucida with acidic operating fluid, mouse embryos were fixed in fixative solution (FB002; Invitrogen) for 40 min at room temperature, followed by permeabilization in 1% Triton X-100 (93443, 100 mL; Sigma) for 20 min at room temperature. Embryos were then blocked-in blocking solution consisting of 1% bovine serum albumin (BSA) in phosphate-buffered saline (PBS) for 1 h at room temperature after three washes in washing solution (0.1% Tween-20, 0.01% Triton X-100 in PBS). Antibody incubation (DUX: sc-137190; Santa Cruz Biotechnology, Santa Cruz, CA, USA; SIRT1: 8469 S; CST, Danvers, MA, USA; H3K27ac: 39034; Active Motif, Carlsbad, CA, USA) was performed overnight at 4 °C. The next day, the embryos were washed in washing solution and incubated with secondary antibodies (A10040; Invitrogen) for 1 h at room temperature. After staining with Hoechst, the embryos were washed in washing solution. Embryo imaging was performed using an inverted confocal microscope (TCS SP8; Leica, Wetzlar, Germany) and analyzed using LAS X software (Leica).

### qPCR

Total RNA was extracted using the Arcturus PicoPure RNA Isolation Kit (12204-01; Ambion, Austin, TX, USA) according to the manufacturer’s instructions, and reverse transcription was performed to generate cDNA using the PrimeScript RT Master Mix (RR036; Takara, Kusatsu, Japan). The RNase-Free DNase Set (79254; Qiagen, Hilden, Germany) was used to ensure that there was no DNA contamination. We performed qPCR using the TB Green Premix Ex Taq II (RR820; Takara) and CFX96 Real-Time System (Bio-Rad, Hercules, CA, USA). The reaction parameters were as follows: 95 °C for 30 s, followed by 40 two-step cycles of 95 °C for 5 s and 60 °C for 34 s. Hprt was used as a reference gene. *C*_t_ values were calculated using the CFX96 system software, and the target sequences were normalized to the reference sequence using the 2^−△△Ct^ method.

### Measurement of NAD^+^ and NADH levels

NAD^+^ and NADH levels were determined using the NAD^+^/NADH Glo cycling assay (G9071; Promega, Madison, WI, USA). Embryos were lysed with 150 µL 0.2 M NaOH and incubated for 10 min at room temperature. The sample solution was divided into two tubes (50 µL/tube). For NAD^+^ measurement, 25 µL 0.4 N HCl was added to the solution, which was heated at 60 °C for 15 min. After 10 min of incubation at room temperature, 25 µL 0.5 M Trizma base (T1503; Sigma) was added to the resulting samples. For NADH measurement, the sample solution was heated at 60 °C for 15 min and incubated for 10 min at room temperature, followed by the addition of 25 µL 0.5 M Trizma base and 25 µL 0.4 N HCl. The assay reagent was added to the sample solution, which was incubated for 3 h prior to cycling; luminescence was then determined (Varioskan LUX; Thermo Fisher, Waltham, MA, USA).

### RNA-seq

RNA-seq libraries were prepared as previously described. Briefly, three embryos were used per reaction, and two replicates were performed for each group. All embryos were washed three times in 0.5% BSA-PBS solution to avoid possible contamination. cDNA was amplified using the Phusion Hot Start II High-Fidelity PCR Master Mix (F-565S; Thermo Fisher). Library preparation was performed using the NEBNext Ultra II DNA Library Prep Kit (E7805S, New England Biolabs, Ipswich, MA, USA) according to the manufacturer’s instructions. All libraries were sequenced using the NovaSeq 6000 (Illumina, San Diego, CA, USA) according to the manufacturer’s instructions.

### RNA-seq data processing

For RNA-seq analysis of early-stage embryos, FastQC was performed for Illumina reads. We used the Trim Galore software to discard low-quality reads, trim adaptor sequences, and eliminate poor-quality bases. Then, we downloaded the mouse reference genome (genome assembly: mm10) from the Ensembl database and used the HISAT2 software for read alignment. The gene-level quantification approach was used to aggregate raw counts of mapped reads using the featureCounts tool. The expression level of each gene was quantified in terms of the normalized fragments per kilobase of transcript per million mapped reads (FPKM). Next, we used the R package *DESeq2* for differential gene expression analysis. KEGG analysis of screened DEGs was performed using the KOBAS online tool (http://kobas.cbi.pku.edu.cn/kobas3/).

### CUT&Tag

CUT&Tag was performed using the Hyperactive In-Situ ChIP Library Prep Kit for Illumina (TD901; Vazyme Biotech, Nanjing, China). Embryos were incubated with 10 μL pre-washed ConA beads. 50 μL of antibody buffer; 0.5 μg antibody was added and the mixture was cultured for 1.5 h at room temperature. After washing twice with dig-wash buffer, 150 μL dig-wash buffer with 0.7 μg secondary antibody was added and the mixture was incubated at room temperature for 1 h. After washing twice with 800 μL dig-wash buffer, 0.3 μL pG–Tn5 and 50 μL dig-300 buffer were added, and the samples were incubated at room temperature for 1 h and then washed twice with 800 μL dig-wash buffer. We added 300 μL of tagmentation buffer and the samples were incubated at 37 °C for 1 h. The reaction was stopped with 10 μL 0.5 M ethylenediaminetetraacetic acid (EDTA), 3 μL 10% sodium dodecyl sulfate (SDS) and 2.5 μL 20 mg/mL proteinase K. After extraction with phenol–chloroform and ethanol precipitation, PCR was performed to amplify the libraries under the following cycling conditions: 72 °C for 5 min, 98 °C for 30 s, 20 cycles of 98 °C for 10 s, and 60 °C for 30 s, followed by a final extension at 72 °C for 1 min and holding at 4 °C. Post-PCR clean-up was performed by adding a 1.5× volume of DNA Clean Beads (N411; Vazyme Biotech), and libraries were incubated with beads for 10 min at room temperature, washed gently in 80% ethanol, and eluted in 20 μL water. All libraries were sequenced using the Illumina NovaSeq 6000 platform according to the manufacturer’s instructions.

### CUT&Tag data analysis

We aligned paired-end CUT&Tag reads of H3K27ac to the mm10 reference genome using Bowtie2 v2.2.2 software, with the following options: -local-very-sensitive-local-no-unal-nomixed-no-discordant-phred33I 10-X 700, followed by filtering with SAMtools v1.7 software at MAPQ5. Unmapped and non-uniquely mapped reads were removed. CUT&Tag data reproducibility between replicates was assessed by correlation analysis of mapped read counts across the genome. Then, we pooled the biological replicates for each stage and performed downstream analysis. For peak calling, we converted sequence alignments in BAM format into BEDPE records using the BEDTools function *bamtobed*. CUT&Tag peaks were called on merged replicates and normalized to input using the MACS2 v2.1.1.20160309 software. Peak calls with a false-discovery rate (FDR) of ≤ 5% were used for downstream analysis. Peak annotation was performed using the R package *ChIPseeker* with the default parameters. Peak comparisons and overlaps were evaluated using the BEDTools suite for autosomal chromosomes. For quantitative analysis, we normalized the read counts by computing the number of reads per kilobase of transcript per million mapped reads (RPKM). RPKM values were calculated using merged replicate BAM files using the *bamCoverage* tool in deepTools software. To minimize batch and cell type variation, the RPKM values were further normalized through Z-score transformation (whole-genome 100-bp bins, excluding outliner regions). The washU epigenome browser (http://epigenomegateway.wustl.edu/browser/) was used to visualize H3K27ac CUT&Tag data.

### Identification of aberrant H3K27ac domains

For the late 2- and 4-cell stages, we quantified the expression levels for each putative H3K27ac domain using the BEDTools coverage tool, and then compared H3K27ac levels between the control and treatment groups using the *edgeR* package in R. The aberrant H3K27ac domains of each stage were identified using stringent criteria: log2(fold change) > 1.5 or < −1.5, and sum of the normalized H3K27ac levels of the control and treated groups ≥ 2. The retained regions were merged using the *merge* function in BEDTools v2.27.1 if they were consecutive or overlapped.

### ZGA genes within H3K27ac domains

The predefined ZGA genes list was from the previous study^25^. Promoters of the ZGA genes (defined as ±1 kb around the transcription start site) that overlapped with H3K27ac peaks according to the BEDTools *intersect* tool were defined as ZGA gene H3K27ac domains. Changes in CUT&Tag data were processed and visualized using heatmaps or metaplots produced using the *computeMatrix* and *plotHeatmap* functions of deepTools. Data were imported using the default settings and all values were normalized to RPKM values and scaled as described above.

### ATAC-seq data processing and analysis

ATAC-seq data were analyzed using a standardized software pipeline developed by the ENCODE DCC for the ENCODE Consortium to perform quality-control analysis and reads alignment. ATAC–seq reads were trimmed with a custom adaptor script and mapped to mm10 using Bowtie2 v2.2.2 and Samtools v1.7 to eliminate PCR duplicates and filter alignment reads with mapping quality scores (MAPQ) > 30. To analyze the ZGA gene, we produced bigWig coverage profiles from BAM files by deepTools v3.5.1. And the 1 kilobases upstream and downstream scores of per ZGA gene promoter was calculated and visualized using computeMatrix and plotProfile from deepTools.

### Pol II ChIP-seq data processing and analysis

The paired-end Pol II ChIP-seq reads were aligned with the parameters: -t -q -N 1 -L 25 -X 2000-no-mixed-no-discordant by Bowtie v2.2.2. All unmapped reads, non-uniquely mapped reads and PCR duplicates were removed by Picard v2.25.7. The ZGA gene promoter Pol II enrichment was calculated through the scores of 1 kilobases upstream and downstream of gene boundary.

### Statistical analyses

All statistical analyses were performed using R v4.1.0 software (R Development Core Team, Vienna, Austria). Data are expressed as means ± standard error of the mean (SEM). Differences between means were evaluated using the two-tailed Student’s *t*-test or Wilcoxon rank sum test. Asterisks indicate significant differences as follows: *P < 0.05, **P < 0.01, and ***P < 0.001.

## Supplementary information

Supplementary Figure S1-S7

Supplementary Table S1

Supplementary Table S2

Supplementary Table S3

Supplementary Table S4

Supplementary Table S5

Supplementary Table S6

Supplemental Video S1

## Data Availability

The data sets generated and analyzed during the current study are available in the Gene Expression Omnibus (GEO) with the accession number GSE185653.

How the deposited data were processed for this re-analysis (not part of the article)

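RNA-seq of mouse embryos was used, with 18 samples in 9 groups: early 2-cell at 34 h after hCG, late 2-cell at 48 h as control, FK866, FK866+NMN, TSA and Sirt1 knockdown, and 4-cell at 58 h as control, FK866 and FK866+NMN, with 2 libraries of 3 embryos per group in the paper. The 24 H3K27ac CUT&Tag samples were not analysed here. The authors checked reads with FastQC, trimmed them with Trim Galore, aligned them to mm10 with HISAT2, counted them with featureCounts, computed FPKM and tested differences with DESeq2. The deposited values are FPKM with 1 column per group, so they were not used as counts and no p-value was computed. Tests between replicates that had been planned on counts were replaced, after the unit was seen, by fold changes between columns.

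The rows cover chromosomes 1 to 11, the last one in part, with 15747 complete rows. Genes whose symbol occurs more than once were left out, which left 15737 genes, of which 15380 have an exon length in GENCODE M21 on GRCm38. Multiplying a value by the exon length gives whole multiples of a step for each library, from which library totals and reads were recovered. The 16 totals found ranged from 3169677 to 10003481 reads. Columns with 2 steps were read as sums and divided by 2. The larger library of a column is called A and the smaller B, with no replicate number. The procedure was tested on simulated data of 15380 genes, where 99.87% of values above 0 were separated and 100% of those had the right reads. Of 200 simulated genes changed 4-fold, 100% of the raised and 99% of the lowered ones passed the threshold. Of 7372 unchanged simulated genes, 18 were past it. This simulated count does not give the rate of false changes between real libraries, which differ by more. When the late 2-cell FK866 and control libraries were regrouped across treatments, 2931 and 2809 genes were past the threshold, against 3309 by treatment. A simulated list raised by 0.5 was at percentile 100 of random lists and an unchanged list at percentile 58.5.

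Fold changes are log2 of FPKM per library with a pseudocount of 1, over genes with at least 1 FPKM per library in either column, and genes are counted past an absolute log2 fold change of 1. Gene sets and lists are compared by the median against the other expressed genes and against 10000 random lists matched on mean expression in 20 bins, with seed 1. Such lists take genes as independent, which they are not. Early 2-cell-high genes have a log2 fold change above 1 of early 2-cell over the 4-cell control column, or over late 2-cell control for the 4-cell comparison. The set has 3920 genes for the late 2-cell comparisons by the headers and 4231 by the tables, and 3015 for the 4-cell comparison. Shares carry 95% Wilson intervals over genes. Libraries are compared by Pearson's r of log2(FPKM + 1).

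For 5 of the 9 columns the header and the tables of the paper name different groups. The main values follow the headers, and the assignment by the tables, chosen after seeing the data, is given beside them. Other alternatives were pseudocounts of 0.1 and 5, a minimum of 5 FPKM, no filter, values not divided by the number of libraries, centring on the median, both libraries beyond both of the other column, a 4-fold definition of the early set, the other sheet of Table S4, other definitions of recovery, and round amounts taken off Duxf3.

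The named genes are those the paper names for its RNA-seq or for the pathway studied, with all genes whose symbol starts with Zscan4, a rule written before the data were examined. Its further part, the genes with the smallest p of each comparison, could not be applied without p-values. The tools were Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.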

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

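The tests chosen only after the results were seen are the pseudocounts of 0.1 and 5, the minimum of 5 FPKM, the values not divided by the number of libraries, the centring on the median, the columns assigned by the tables of the paper, the requirement on both libraries, the round amounts taken off Duxf3, alone and with the columns assigned by the tables, the set of early 2-cell-high genes kept from the headers and the selection on 1 FK866 library. The others were set earlier. Of 207 values under an alternative, 91 stayed within the limits set for a change, 106 moved past them and 10 reversed direction, and the cause was not tested for any of them. Shares of genes and medians were compared with their 95% intervals or their spread between libraries, and counts with a factor of 1.5. The median log2 fold changes of gene sets and lists are differences from the other expressed genes, and comparisons are named by the column headers unless the tables are mentioned. Values given here and below for Sirt1 knockdown without mention of the tables are those of the column headed late 2-cell Sirt1. That column is not taken for a knockdown.

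With the columns assigned by the tables of the paper, the values that reversed were the early 2-cell-high genes, with -0.080 for FK866 at the 4-cell stage, 0.84 for TSA and 0.24 for Sirt1 knockdown, against 1.63 for FK866 at the 4-cell stage, -1.95 for TSA and -1.92 for Sirt1 knockdown by the headers (for TSA and Sirt1 knockdown the set is redefined by the tables, and with the set kept from the headers the values were 0.90 and 0.27); the genes of the 4-cell sheet of Table S4, with 0.19 for TSA and 0.45 for Sirt1 knockdown, against -1.94 for TSA and -0.36 for Sirt1 knockdown; Dux, with 0.11 for TSA, or 0.65 with round amounts taken off as well, against -0.66; and the clustering of FK866 and control libraries at the 4-cell stage, where the lowest r within groups less the highest between them was -0.0143 against 0.372. The values that moved with this assignment were 0.074 for the late 2-cell sheet of Table S4 with FK866 at the 4-cell stage, against 1.50; Sirt1, with -2.66 for its knockdown, against -0.53; the NMN recovery share at the 4-cell stage, 78.5% against 85.3%; the early 2-cell-high share at that stage, 20.8% against 33.0%; and the counts, with 1571 higher and 994 lower genes for FK866 at the 4-cell stage and 1148 higher and 890 lower genes for NMN at the 4-cell stage, and 1411 higher genes for Sirt1 knockdown, against 3916 higher and 3078 lower genes for FK866 at the 4-cell stage and 2230 higher and 3100 lower genes for NMN at the 4-cell stage, and 2137 higher genes for Sirt1 knockdown. The value of -0.080 lies within the spread between library pairs, from -0.15 to 0.22, and has no clear direction. The values of the 4-cell sheet of Table S4 by the headers show no direction if the tables are right, since the column headed late 2-cell TSA then holds the control values and the column headed late 2-cell Sirt1 the FK866 values by which that sheet was chosen.

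With a pseudocount of 5, the counts were 433 higher and 553 lower genes for FK866 at the late 2-cell stage, 2352 higher and 1742 lower genes for FK866 at the 4-cell stage, 1080 higher and 1662 lower genes for TSA, 1069 higher and 1506 lower genes for Sirt1 knockdown, 775 higher and 934 lower genes for NMN at the late 2-cell stage and 1119 higher and 1552 lower genes for NMN at the 4-cell stage. By the main measure the counts not given above were 1636 higher and 1800 lower genes for FK866 at the late 2-cell stage, 2007 higher and 3569 lower genes for TSA and 1623 higher and 2862 lower genes for NMN at the late 2-cell stage, and 3212 lower genes for Sirt1 knockdown. With a minimum of 5 FPKM, counts that moved were 722 higher and 893 lower genes for FK866 at the late 2-cell stage and 1394 higher and 1894 lower genes for Sirt1 knockdown, then 1983 lower genes for FK866 at the 4-cell stage, 2012 lower genes for TSA and 1251 lower genes for NMN at the late 2-cell stage, and 1444 higher and 1924 lower genes for NMN at the 4-cell stage. Requiring both libraries of one column to lie beyond both of the other left 815 higher and 943 lower genes for FK866 at the late 2-cell stage and 465 higher and 1692 lower genes for NMN at the late 2-cell stage, and 2312 lower genes for TSA and 2106 lower genes for Sirt1 knockdown. The shares of higher among all genes past the threshold moved by over 10 points in 8 cases: to 40.3% (3087 higher, 4569 lower) for FK866 at the 4-cell stage when values were not divided, from 56.0%; to 51.2% (2714 and 2584) for TSA when centred and 50.4% with the tables, from 36.0%; to 50.4% (2625 and 2584) for Sirt1 knockdown when centred, from 40.0%; to 46.6% (2023 and 2319) for NMN at the late 2-cell stage when centred, 47.7% (1141 and 1251) with the minimum of 5 FPKM and 21.6% with both libraries required, from 36.2%; and to 56.3% for NMN at the 4-cell stage with the tables, from 41.8%.

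For the early 2-cell-high genes, no filter on low values gave 0.38 for FK866 at the late 2-cell stage, 1.43 for FK866 at the 4-cell stage, -1.47 for TSA and -1.43 for Sirt1 knockdown. A 4-fold difference in the definition of the set gave 1.87 for FK866 at the 4-cell stage and -2.13 for Sirt1 knockdown. The pseudocount of 5 gave 0.33 for FK866 at the late 2-cell stage, 0.96 for FK866 at the 4-cell stage, -1.06 for TSA and -1.07 for Sirt1 knockdown, and that of 0.1 gave 2.40 for FK866 at the 4-cell stage, -3.42 for TSA and -2.91 for Sirt1 knockdown. The minimum of 5 FPKM gave 2.14 for FK866 at the 4-cell stage, -2.97 for TSA and -2.65 for Sirt1 knockdown, and values not divided gave 2.05 for FK866 at the 4-cell stage, -2.24 for TSA and -2.14 for Sirt1 knockdown. By the main measure FK866 at the late 2-cell stage had 0.57, and its difference stayed above 0 under every setting run.

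For the sheets of Table S4, the sheet of the same stage in place of the other gave 1.78 for FK866 at the late 2-cell stage, 1.41 for FK866 at the 4-cell stage, -0.72 for TSA and -0.75 for Sirt1 knockdown. No filter gave 1.33 for FK866 at the 4-cell stage. The pseudocount of 0.1 gave 2.02 for FK866 at the 4-cell stage and -4.33 for TSA, that of 5 0.55 for FK866 at the 4-cell stage and -0.89 for TSA, the minimum of 5 FPKM 0.46 for FK866 at the late 2-cell stage, 1.81 for FK866 at the 4-cell stage, -2.99 for TSA and -1.00 for Sirt1 knockdown, and values not divided 1.93 for FK866 at the 4-cell stage and -2.40 for TSA.

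The NMN recovery share at the late 2-cell stage, 76.2%, was 64.7% when at least 50% of the change had to be reversed, 100% of the Table S4 genes, which were chosen for it, 71.1% with the pseudocount of 5, 69.1% with the minimum of 5 FPKM, and 47.9% and 49.8% with genes selected on 1 FK866 library. At the 4-cell stage these were 54.9% and 54.8% for the first pair, 87.7% with values not divided and 86.9% when centred. The early 2-cell-high share at the late 2-cell stage, 46.1%, was 28.3% with a 4-fold definition, which makes the set and so its share smaller, 49.9% with the minimum of 5 FPKM and 40.5% when centred. At the 4-cell stage it was 14.3% with a 4-fold definition, 35.4% and 25.2% with pseudocounts of 0.1 and 5, 28.7% with the minimum of 5 FPKM, 39.9% when not divided and 34.9% when centred.

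Dux with FK866 at the late 2-cell stage had 1.69 and 0.35 with pseudocounts of 0.1 and 5, 1.26 when not divided and 1.52 with round amounts taken off, against 0.97. The remaining values that moved were those of Dux with TSA, Sirt1 knockdown and NMN under these settings, which kept their direction.

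No paired analysis was possible because the deposited columns hold 1 value per gene and group, and the libraries separated from them carry no replicate number. Several alternatives set before the data were examined were also not run. They include DESeq2 or edgeR on counts of all 18 libraries or of the groups compared, and the normalization by DESeq2 size factors. The filters on counts, the adjusted p threshold, leaving out each replicate and the thinning of counts to the lowest library total were not run either. Nor were the replicate block and selection by replicate number, which need replicate numbers. The others had been planned on deposited counts, and the reads recovered for separated libraries were not used for them. No filter was not run for counts and shares of genes, because a 2-fold change on this scale already needs more than 1 FPKM, so that the filter cannot change them.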

Differences from the paper's values

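The tests with the columns assigned by the tables of the paper, with pseudocounts of 0.1 and 5, with a minimum of 5 FPKM and with a floor of 3 reads were chosen only after the result was seen.

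For Dux with FK866 at the late 2-cell stage the paper's log2 fold change is 4.87, and the value from the columns was 0.97. None of the alternatives set before the data were examined could be run for it. Of the settings added later for this fold change, a pseudocount of 0.1 gave the highest value, 1.69. If 1 had been added to the control value, which is only a candidate explanation, and the FK866 value, which could not be resolved into reads, is taken as deposited, the fold against a floor of 3 control reads would be at least 20.3, or 4.35 on the log2 scale, a lower bound that leaves the paper's value open. For Dux with TSA the paper's Table S5 gives 2.885, against -0.66 in the column headed late 2-cell TSA and 0.11 in the column that fits that table, or 0.65 with round amounts taken off as well, both chosen after seeing the values. If 1 had been added to the control value, the fold of that column against the same floor would be at least 6.85, or 2.78 on the log2 scale, a lower bound chosen after seeing the values that leaves the paper's value open.

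For Sirt1 after its knockdown the paper's Table S6 gives -2.861, against -0.53 in the column headed late 2-cell Sirt1. With the columns assigned by the tables of the paper, a setting chosen after seeing the values, it was -2.66. That is nearer the paper's value than the SD of 0.70 over the library pairs of the headed columns, while the pairs of this assignment ranged from -2.84 to -2.45. No alternative set before the data were examined was run for it.

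The paper's lists hold genes with P under its threshold as well as a 2-fold change, while the counts here rest on the fold change alone. Among the genes analysed, the paper lists 536 higher and 380 lower genes with FK866 at the late 2-cell stage, against 1636 and 1800 here. A pseudocount of 5, chosen after seeing the values, gave 433 and 553, both within a factor of 1.5 of the paper's counts, and a minimum of 5 FPKM, chosen after seeing the values, gave 722 higher genes, also within it. At the 4-cell stage the paper lists 496 and 235, against 3916 and 3078 by the headers. For TSA it lists 916 lower genes, against 3569, and for Sirt1 knockdown 430 higher and 391 lower genes, against 2137 and 3212. For these last comparisons no setting came within a factor of 1.5 of the paper's counts. No alternative set before the data were examined was run for any of the counts. Table S5 as used here holds 505 higher genes with TSA, fewer than the paper's text states, so no comparison is made for them.

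The paper states that libraries with and without FK866 separated by clustering. With the 4-cell columns assigned by the tables, chosen after seeing the values, the lowest r within a group was below the highest between groups, with a difference of -0.0143, while by the headers the difference was 0.372. The paper also states that minor ZGA genes were higher after TSA and tended to be higher after Sirt1 knockdown. In the columns headed with these groups, early 2-cell-high genes, which are not the paper's list, had differences from the other genes of -1.95 and -1.92. That set was chosen for low values in the column headed 4-cell control, and these columns are close to it or to each other, with r of 0.923 between the columns headed late 2-cell TSA and 4-cell control and of 0.917 between those headed late 2-cell Sirt1 and TSA, so the negative signs are not independent of the choice. With the columns assigned by the tables and the set redefined by them, chosen after seeing the values, the differences were 0.84 and 0.24. With a control library at a time, the second was 0.107 and 0.110, not clear of the spread between libraries.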

Other observations

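The tests of the column headers, of sums against means, of the Duxf3 values and of the 4-cell sheet of Table S4 after TSA and Sirt1 knockdown, and the comparison of induced genes with genes neither induced nor early 2-cell-high, were chosen only after the result was seen.

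For 5 of the 9 columns, the header and the tables of the paper name different groups. If columns were mislabelled, the values of the paper's tables would equal columns headed otherwise, and all 84 control values of the 4-cell sheet of Table S4 equal the column headed late 2-cell TSA, while 4 of them equal the column headed 4-cell control. If instead the headers were right, the column headed late 2-cell TSA would be closer to late 2-cell control than to the column headed 4-cell control. Its r across 12263 genes was 0.729 with the first and 0.923 with the second, a difference of -0.194. The column headed late 2-cell Sirt1 was nearer the column headed late 2-cell TSA than late 2-cell control, with 0.917 against 0.760, while the columns headed 4-cell FK866 and 4-cell FK866+NMN were nearer late 2-cell control, with 0.726 against 0.513 and 0.855 against 0.693. Sirt1 had a log2 fold change of -2.66 in the column that fits the table of its knockdown and of -0.53 in the column headed with it. Its log2 fold change was lower still, at -3.17, in the column that fits the table of TSA, so a low Sirt1 value alone does not single out the knockdown column. These values go against the headers and leave mislabelled columns as the explanation, and which group each column holds was read from the tables of the paper alone. The 2 columns that fit the tables of TSA and Sirt1 knockdown show 1 library each, while the paper gives 2. No biological explanation was tested.

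Columns with 2 steps were read as sums of 2 libraries. Read as means, the reads on the rows would come to at least 119% of the library totals, which is not possible, and read as sums they come to between 59.7% and 63.1% in all columns. Of the 16 library totals, 8 are odd.

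Duxf3 values were off whole reads in 4 columns. A difference in exon length would put every value of the gene off whole reads, but 2 of its values were on whole reads with the annotated length. Reads counted as fractions between gene copies would fall on parts of a read from 1/2 to 1/10, and 0 of the 4 values did. The remaining test was whether a round amount was added to the values: with such an amount taken off, 2 of 3 values fell on whole reads, where 6.9e-05 were expected by chance over the 27 amounts tried. The fourth value, 0.01, is a round amount itself and was left out of this test. The FK866 value of 4.23, which fell on whole reads with none of the amounts, and the 0.01 of the column headed late 2-cell TSA are the only values with at most 2 decimals among those of all columns. The paper's Table S4 lists 1.70794 for FK866+NMN, so that for this value the column exceeds the table by 0.1, the amount found from the reads. For control it lists 1.24378, which is neither the column's 1.17805 nor that value less 1, and for FK866 the same 4.23. That a round amount was added to the values thus has a second line of evidence for FK866+NMN and remains only a candidate explanation for control. Its origin was not tested, and no biological explanation was tested.

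Early 2-cell-high genes were higher with FK866 at the late 2-cell stage. If the whole change from early to late 2-cell were shifted back, genes induced over that period would be lower with FK866. With induction taken from one control library and the change from the other, the medians of induced genes were -0.054 and -0.19. Both are below the limit of 0 set before the values were seen, so a shift of the whole transition remains a candidate explanation. The limit takes no account of a shift of all genes, however: genes neither induced nor early 2-cell-high had medians of 0.0078 and -0.13, and the medians of induced genes less these were -0.062 and -0.058. The evidence for such a shift is therefore weak. A bias of exon length was also tested: among random lists matched on exon length the early 2-cell-high genes were at percentile 100, so that length alone could not account for them.

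Most genes higher in the FK866 column were lower in the FK866+NMN column. If this were regression to the mean, genes selected on one FK866 library would not be lower with NMN in the other more often than expressed genes are. The higher of the 2 differences was -3.46 percentage points, so regression to the mean remains a candidate explanation for the share, and an effect of NMN cannot be told apart from it by this share. In the other FK866 library 77.5% and 76.0% of the selected genes were above control, and 46.0% and 49.85% more than 2-fold above. The same control column had been used to select these genes, so these percentages do not decide the question. The first form of this test had no common expression filter, and the filter was added after its values were seen. Because genes lost from the single FK866 library cannot count as lower, the test can favour regression to the mean and does not decide for it.

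The number of genes past 2-fold between FK866 and control at the late 2-cell stage was 3309 among 15096 genes separated into libraries. When the 4 libraries were regrouped across treatments, the larger against the smaller libraries gave 2931 and the other regrouping 2809. The real grouping gave the highest of the 3 counts, but 3 groupings are too few to tell, so the count cannot be told apart from differences between libraries. Of 6413 genes with at least 20 reads in both columns, 22.0% were past the threshold. This minimum also removes genes listed at 0 in one column, so the share is lowered by the filter itself, and the count cannot be told apart from an effect of depth either.

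The genes of the late 2-cell sheet of Table S4 were higher than control in the columns that fit the tables of TSA and Sirt1 knockdown. They were chosen for low values in the same control column, which could make them higher in another column, although by the headers they were not, with differences of -0.72 for TSA and -0.75 for Sirt1 knockdown. The genes of the 4-cell sheet, not chosen on it, were at percentile 71 of random lists for TSA and at 99.1 for Sirt1 knockdown. For TSA the selection remains a candidate explanation. For Sirt1 knockdown the selection could not account for the 4-cell sheet, but no replicate of that column exists in the values and the difference between the 2 treatments was not tested.

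Sirt1 was lower in the column that fits the table of TSA than in late 2-cell control, at a log2 fold change of -3.17, and the paper's Table S5 lists it at -2.644. Zscan5b, low in early 2-cell at 3.50 FPKM per library and at 284.3 in late 2-cell control, was at 9.38 in that column. If the column held embryos nearer the early 2-cell stage, genes induced over that period would be lower as a whole, with a limit of -0.5 set for their median before the values were seen. The medians were -0.19 and -0.47, against 0.66 and 0.37 for the other genes, which include early 2-cell-high genes, and neither passed the limit. The test for FK866 above had a limit of 0, which both medians here pass, so a position nearer early 2-cell is not excluded for this column. The r of the column was 0.676 with early 2-cell and 0.726 with late 2-cell control. An effect of the treatment on Sirt1 cannot be told apart from it, and the column has 1 library and a header that names another group.

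Among other sirtuins in the rows, the values per library in early 2-cell and late 2-cell control were 4.12 and 2.10 FPKM for Sirt2, 0.842 and 2.24 for Sirt3, 20.3 and 18.2 for Sirt4, and 10.5 and 5.98 for Sirt6. The 2 late 2-cell control libraries were far apart, at 3.71 and 0.477 for Sirt2, 0.744 and 3.74 for Sirt3 and 0.055 and 11.9 for Sirt6. For each of these sirtuins the change from early 2-cell took both signs over library pairs, so it has no clear direction. The 9 Zscan4 genes had a difference from the other genes of -0.045 with FK866 at the late 2-cell stage, at percentile 52.6 of random lists. With the 4-cell columns assigned by the tables, all 9 were higher with FK866 and 5 were more than 2-fold higher. Their difference from the other genes was 0.98, at percentile 94.3. By the headers, with 1 FK866 library, the difference at that stage was 0.14.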
